# Non-canonical NFκB mutations reinforce pro-survival TNF response in multiple myeloma through an autoregulatory RelB:p50 NFκB pathway

**DOI:** 10.1038/onc.2016.309

**Published:** 2016-09-19

**Authors:** P Roy, T Mukherjee, B Chatterjee, B Vijayaragavan, B Banoth, S Basak

## Abstract

Environmental drug resistance constitutes a serious impediment for therapeutic intervention in multiple myeloma. Tumor-promoting cytokines, such as tumor necrosis factor (TNF), induce nuclear factor-κB (NFκB)- driven expression of pro-survival factors, which confer resistance in myeloma cells to apoptotic insults from TNF-related apoptosis-inducing ligand (TRAIL) and other chemotherapeutic drugs. It is thought that RelA:p50 dimer, activated from IκBα-inhibited complex in response to TNF-induced canonical NFκB signal, mediates the pro-survival NFκB function in cancerous cells. Myeloma cells additionally acquire gain-of-function mutations in the non-canonical NFκB module, which induces partial proteolysis of p100 into p52 to promote RelB:p52/NFκB activation from p100-inhibited complex during immune cell differentiation. However, role of non-canonical NFκB signaling in the drug resistance in multiple myeloma remains unclear. Here we report that myeloma-associated non-canonical aberrations reinforce pro-survival TNF signaling in producing a protracted TRAIL-refractory state. These mutations did not act through a typical p52 NFκB complex, but completely degraded p100 to reposition RelB under IκBα control, whose degradation during TNF signaling induced an early RelB:p50 containing NFκB activity. More so, autoregulatory RelB synthesis prolonged this TNF-induced RelB:p50 activity in myeloma cells harboring non-canonical mutations. Intriguingly, TNF-activated RelB:p50 dimer was both necessary and sufficient, and RelA was not required, for NFκB-dependent pro-survival gene expressions and suppression of apoptosis. Indeed, high RelB mRNA expressions in myeloma patients correlated with the augmented level of pro-survival factors and resistance to therapeutic intervention. In sum, we provide evidence that cancer-associated mutations perpetuate TNF-induced pro-survival NFκB activity through autoregulatory RelB control and thereby exacerbate environmental drug resistance in multiple myeloma.

## Introduction

Multiple myeloma, an incurable plasma cell malignancy, accounts for ~13% of all hematological cancers.^1^ Disease progression involves clonal expansion of transformed plasma cells into tumors in the bone marrow. TNF-related apoptosis-inducing ligand (TRAIL) and other chemotherapeutic drugs induce Caspase-8 dependent apoptosis in various cancerous cells with negligible toxicity for healthy cells.^2^ Preclinical studies accordingly advocated for TRAIL-based interventions in multiple myeloma.^3, 4, 5^ However, subsequent clinical trials revealed a rather moderate benefit with only a small subset of patients responding satisfactorily to TRAIL.^2, 6^ Indeed, certain patient-derived myeloma cells were found to be resistant to drug-induced apoptosis owing to increased level of cFLIP and other pro-survival factors, which counteract caspase activation.^4^ As drug resistance constitutes a serious impediment for myeloma therapy, it is important to understand fully the underlying molecular mechanisms.

In myeloma cells, tumor necrosis factor (TNF) induces expression of the pro-survival factors, which are known to confer resistance to apoptotic insults, including TRAIL.^7, 8, 9^ Bone marrow stromal cells provide paracrine TNF signals in myeloma.^10^ Serum level of TNF was correlated with disease severity in multiple myeloma,^11, 12^ and provided for a predictive indicator of high symptom burden for patients undergoing maintenance therapy.^13^ Clinical trials also demonstrated that thalidomide analogs, which inhibit TNF production in the tumor microenvironment, enhance overall response in TRAIL-based therapy.^14, 15^ These studies implicated TNF in environmental-mediated drug resistance in multiple myeloma.

At the molecular level, TNF engages NEMO (nuclear factor-κB (NFκB_ essential modulator)-IKK2 (IκB kinase subunit 2, also known as IKKβ) kinase complex, which promotes phosphorylation and degradation of inhibitory IκBα (inhibitor of NF-κBα), thereby, liberating RelA:p50 dimer into the nucleus via the canonical NFκB pathway.^16^ In a negative feedback loop, RelA:p50 transcriptionally induces synthesis of IκBα, which ensures post-induction attenuation of RelA:p50/NFκB activity. TNF stimulates transcription of pro-survival factors from their cognate κB-driven promoters. It is commonly believed that RelA:p50 mediates this pro-survival NFκB function in myeloma cells.^7^ Importantly, IKK inhibitors were shown to sensitize myeloma cells to apoptotic death.^17, 18^

In addition, a distinct non-canonical NFκB pathway is activated by cell-differentiating cues in physiological settings.^19^ In resting cells, cIAP1/cIAP2 and TRAF3-dependent ubiquitination promotes degradation of NIK (NFκB inducing kinase). Induction of the non-canonical pathway rescues NIK from constitutive degradation resulting in activation of IKK1 (IκB kinase subunit 1, also known as IKKα). IKK1 phosphorylates *Nfkb2-*encoded precursor p100, which retains RelB in the cytoplasmic complex in unstimulated cells. Subsequent partial proteolysis or processing of p100 removes the C-terminal inhibitory domain to generate mature p52 subunit, thereby liberating RelB:p52/NFκB activity into the nucleus. Myeloma cells acquire gain-of-function mutations in this non-canonical NFκB pathway with separate studies reporting ~10–15% multiple myeloma patients harbor such genetic aberrations.^18, 20, 21^ Myeloma-associated mutations either inactivate negative regulators of NIK, such as cIAP1/cIAP2 and TRAF3, or augment expression of upstream inducers of the pathway, including CD40, LTβR as well as NIK itself.^18, 22, 23^ Moreover, mutations in *Nfkb2* that produce dysfunctional p100 lacking the NFκB inhibitory domain has been reported.^24^ It was proposed that NIK activates the canonical IKK2-RelA pathway in a subset of human myeloma cell lines (HMCLs) to promote cell survival.^18, 22, 25^ However, a role of NIK-induced non-canonical RelB/NFκB activity in imparting drug resistance in multiple myeloma has not been explored.

The RelB/NFκB-mediated gene expressions is thought to have limited physiological functions in immune cell differentiation.^19^ Interestingly, a low level of NIK-independent, constitutive RelB:p52/NFκB activity has been identified in myeloma cells.^26^ Surprisingly, constitutive RelB:p52 activity was shown both to promote and suppress NFκB-dependent gene expressions in HMCLs and patient-derived myeloma cells.^26, 27^ As NFκB target genes encode important pro-survival factors, we asked if mutational activation of the non-canonical RelB/NFκB pathway modulates TNF response, and thereby modifies resistance of myeloma cells to apoptotic insults.

Here, we demonstrate that non-canonical NFκB mutations collaborate with TNF signaling in producing a protracted TRAIL-refractory state in myeloma cells. In an interdisciplinary approach, we identify that depletion of p100, owing aberrations in the non-canonical module, triggers an autoregulatory RelB pathway, which perpetuates an alternate RelB:p50 NF-κB activity in response to TNF. Intriguingly, pro-survival TNF response is attributed to RelB:p50, and not RelA:p50, NFκB activity in myeloma cells harboring non-canonical mutations. Finally, our database analyses indicate a possible role of autoregulatory RelB/NFκB pathway in resistance of myeloma patients from therapeutic intervention. In sum, we provide evidence that cancer-associated mutations perpetuate TNF-induced pro-survival NFκB response through autoregulatory RelB control and thereby exacerbate environmental drug resistance in multiple myeloma.

## Results

### Non-canonical NFκB mutations collaborate with TNF in exacerbating resistance of myeloma cells to apoptotic insults

Given prevalence of mutations in the non-canonical NFκB module in multiple myeloma, we examined if these mutations alter resistance of cancerous cells to apoptotic TRAIL. We analyzed HMCLs with mutations in the non-canonical pathway; KMS28PE as well as KMS20 harbor genetic aberration in locus encoding cIAPs, OciMy1 bears homozygous deletion of *Traf3*, and JK6L contains an inactivating mutation in *Nfkb2*/p100.^18, 22, 28^ As a control, we used OciMy5 cells that lack non-canonical mutations but bear an amplification of *Nfkb1*. However, cell treatment using 100 ng/ml of TRAIL led to similar ~45-55% cell death at 12 h post-treatment in these HMCLs irrespective of mutations in non-canonical module (Figure 1a and Supplementary Figure S1a). TNF treatment alone had no discernible effect on cell viability (Figure 1a). It has been suggested that TNF instill a refractory state in myeloma cells present in the bone marrow that then become resistant to TRAIL and other chemotherapeutic agents.^8, 9^ To capture this pathological role of TNF, we primed myeloma cells with TNF and subsequently exposed them to TRAIL at 8 h post-TNF treatment. Interestingly, TNF priming resulted in ~50% protection from TRAIL-mediated cell death specifically in HMCLs harboring non-canonical mutations, such as KMS28PE, JK6L, KMS20 and OciMy1, with only marginal effect in control OciMy5 cells (Figure 1b). Our fluorescence-activated cell sorting analyses revealed early apoptotic death in 32% KMS28PE and 33.3% JK6L cells within 4 h of TRAIL treatment (Figure 1c and Supplementary Figure S1b) and also consistently demonstrated that TNF priming led to more than 40% reduction in TRAIL-induced apoptotic cell death in KMS28PE as well as JK6L cells (Figure 1c). These results indicated that activating mutations in the non-canonical NFκB module might not act independently, but collaborate with TNF in exacerbating resistance to chemotherapeutic drugs in multiple myeloma.

### Perpetuating RelB:p50/NFκB activity confers TRAIL resistance in TNF-primed HMCLs harboring non-canonical mutations

Because TNF-induced pro-survival mechanisms are thought to involve the canonical NFκB pathway, we tested whether these non-canonical mutations strengthen TNF-activated RelA/NFκB response. Our electrophoretic mobility shift assay (EMSA) and supershift analyses revealed that TNF induced comparable nuclear RelA NFκB DNA-binding activity, which was similarly attenuated by 8 h in OciMy5, KMS28PE, JK6L and OciMy1 cell lines regardless of non-canonical mutations (Figures 2a and b). TNF signal led to very weak, if any, RelA NFκB activation in KMS20 cells. Curiously, TNF activated an additional RelB:p50 containing NFκB dimer in HMCLs with non-canonical mutations, but not in control OciMy5 cell line. Unlike diminishing RelA:p50 activity, RelB:p50 dimer progressively accumulated in the nucleus of these cells producing robust κB DNA-binding activity at 8 h post-stimulation (Figures 2a and b). Induction of canonical NFκB signaling using PMA/Ionomycin also induced prolonged RelB:p50 response in JK6L cells (Supplementary Figure S2a). Prior studies have suggested that p100, instead of being partially proteolysed into p52, undergoes complete degradation in myeloma-derived cells in the presence of chronic non-canonical signal.^29, 30^ As RelB:p52 constituted only a minor NFκB DNA-binding activity in KMS28PE and JK6L cells (Figure 2b), we examined whether activating mutations in the non-canonical module led to degradation of p100. Our immunoblot analyses revealed a severe reduction in p100 levels in KMS28PE, KMS20 and OciMy1 cells, as opposed to control OciMy5 cell line (Figure 2c). Consistent to earlier observation on p100 degradation,^29^ we were unable to detect p52 accumulation concomitant to p100 depletion in HMCLs possessing non-canonical mutations. Likewise, JK6L expressed an unstable form of truncated p100 only at a reduced level without p52 accumulation. However, NFκB2 mRNA levels were comparable in these HMCLs (Supplementary Figure S2b). We also observed significantly a reduced level of RelA protein in KMS20 cells (Figure 2c), which likely have contributed to the diminished RelA/NFκB activity in these cells.

Next, we investigated role of individual NFκB dimers in HMCLs bearing distorted non-canonical module. We found that shRNA-mediated knockdown of RelA expression does not impact TRAIL resistance of TNF-primed KMS28PE cells in our cell-death assay (Figure 2d and Supplementary Figure S2c). Intact TRAIL resistance of KMS28PE cells subjected to knockdown of NFκB2 mRNA suggested that p52 is dispensable for the protective effect of TNF (Figure 2d and Supplementary Figure S2d). Remarkably, shRNA depletion identified that RelB is critical for the resilience of TNF-primed KMS28PE cells to subsequent TRAIL treatment (Figure 2d and Supplementary Figure S2e). Our data indicated that prolonged RelB/NFκB activity induced by TNF is responsible for the protracted drug-refractory state of HMCLs harboring non-canonical aberrations, and that this resistance is independent of RelA. These studies also raised a mechanistic conundrum as activating mutations in the non-canonical NFκB module do not appear to act through RelB:p52; rather they promote perpetuating RelB:p50/NFκB response to canonical TNF signal.

### A lack of p100 promotes RelB:p50/NFκB activation upon TNF stimulation

How do aberrations in the non-canonical module instruct altered NFκB dimer usage during canonical signaling? In resting cells, RelB is thought to be sequestered in RelB:p100 complex, which is insensitive to canonical signals. In specialized cell types, however, RelB:p50 dimer was shown to bind to IκBα and translocate into the nucleus upon IκBα degradation.^31^ To further understand RelB/NFκB control in inflammatory settings, we rewired p100- and IκBα-mediated regulations in a mathematical model, termed the NFκB Systems Model *v*2.0 (see Supplementary Appendix for a detailed description). Our computational simulations suggested that a small fraction of RelB is sequestered by IκBα in unstimulated WT cells, and that abundance of RelB–IκBα complex is increased by threefold in the p100-deficient system (Figure 3a). We tested these predictions using genetically defined mouse embryonic fibroblasts (MEFs). Our immunoprecipitation analyses demonstrated that RelB associates with p100 as well as p50, and also binds to IκBα in WT cells. Moreover, abundance of RelB–IκBα complex was augmented in *Nfkb2*^−/−^ MEFs (Figure 3b). RelB also bound to IκBɛ in the absence of p100 (Supplementary Figure S3a). We concluded that the absence of p100 facilitates complex formation between RelB and classical IκBs, which respond to canonical NF-κB signal.

Consistently, elevated level of latent RelB–IκB complex promoted induction of nuclear RelB:p50/NFκB activity within 30 min of TNF stimulation in *Nfkb2*^−/−^ MEFs with only minor RelB:p50 induction in WT cells (Figures 3c and d and Supplementary Figure S3b). Although this early RelB:p50 activity was attenuated by 1 h, TNF additionally stimulated a late RelB:p50 NFκB DNA-binding activity, which gradually accumulated in the nucleus between 2  and 8 h in *Nfkb2*^−/−^ MEFs (Figure 3c). Defective attenuation of early RelB:p50 activity at 1 h in IκBα-deficient MEFs (Figure 3e) suggested that IκBα negative feedback regulates the duration of early RelB:p50 response, analogous to RelA:p50 control. Absence of IκBα feedback, however, did not promote RelB:p50 activity at 8 h in IκBα-deficient MEFs (Figure 3e) indicating that additional mechanisms potentiate this late activity.

Although our computational simulation faithfully reproduced early RelB:p50 induction, it failed to capture progressive nuclear accumulation of late-acting RelB:p50 dimer observed in TNF-stimulated *Nfkb2*^−/−^ MEFs (Figure 3f). It was shown that RelA:p50 induces the expression of RelB mRNA from the κB-driven promoter (Supplementary Figures S3c and S4a).^32^ We hypothesized that RelA-driven RelB synthesis promotes this late RelB:p50 activity. TNF stimulation of *Relb*^−/−^*Nfkb2*^−/−^ MEFs expressing RelB from either a constitutive or a κB-driven retroviral promoter (Supplementary Figure S3d) confirmed that κB-dependent expression of RelB is necessary for late, but not early, RelB:p50 induction in the absence of p100 (Figure 3g). Our immunoprecipitation analyses indicated that p100 sequesters RelB to curtail this late-acting RelB:p50 response in WT cells (Supplementary Figure S3e).^33^ Even so, implementation of RelA-driven RelB synthesis in our mathematical model was insufficient for recapitulating late RelB:p50 activity in *Nfkb2*^−/−^ cells (Figure 3f). Our analyses revealed that a lack of p100 not only provokes early RelB:p50 activity, but also unleashed a robust late-acting RelB:p50 response to TNF. This persistent RelB:p50 response in *Nfkb2*^−/−^ cells mirrored the prolonged RelB:p50 activity observed in HMCLs devoid of p100. However, our biochemical and computational studies suggested that well-documented mechanisms, those include IκBα mediated regulations and RelA-induced synthesis control, are inadequate to account for the prolonged RelB:p50/NFκB response during canonical TNF signaling.

### An autoregulatory circuit prolongs RelB:p50/NFκB activity upon TNF stimulation of p100-deficient system

Although κB sites in the *Relb* promoter were necessary, RelA-driven synthesis of RelB was not sufficient for prolonged RelB:p50/NFκB response to TNF in p100-depleted cell systems (Figures 3f and g). We examined if the RelB:p50 dimer *per se* mediates RelB synthesis in perpetuating RelB:p50/NFκB activity. Our *in vitro* DNA-binding analyses revealed that RelA:p50 and RelB:p50 both bind to the conserved κB sites present in *Relb* promoter with comparable efficiencies (Supplementary Figures S4b and c). Using ChIP assay, we could demonstrate that RelA is recruited to *Relb* promoter within 30 min of TNF stimulation and then gradually removed (Figure 4a and Supplementary Figure S4d). While early chromatin recruitment was subtle, RelB robustly occupied the *Relb* promoter in *Nfkb2*^−/−^ MEFs at 8 h post-TNF stimulation, corroborating the heightened late RelB DNA-binding activity observed in these cells.

Rewiring this autoregulatory control in our mathematical model, we could efficiently recapitulate progressive nuclear accumulation of the RelB:p50 dimer in *Nfkb2*^−/−^ MEFs in response to TNF (Figure 4b). Computational simulations further predicted intact late RelB:p50 response in *Rela*^−/−^*Nfkb2*^−/−^ MEFs owing to autoregulatory control. Our EMSA confirmed gradual nuclear accumulation with strong RelB:p50 activity at 8 h post-TNF stimulation in *Rela*^−/−^*Nfkb2*^−/−^ MEFs (Figure 4c) and ChIP analyses revealed recruitment of RelB to *Relb* promoter at this time point (Figure 4d and Supplementary Figure S4e). Finally, despite the absence of RelA, TNF-stimulated RelB mRNA synthesis in *Rela*^−/−^*Nfkb2*^−/−^ MEFs (Figure 4e) that temporally coincided with TNF-induced RelB:p50 DNA-binding activity. Collectively, our study identified a novel positive autoregulatory loop, which perpetuates RelB:p50/NFκB activity during canonical TNF signaling (Figure 4f). Such autoregulatory RelB control generated NFκB DNA-binding activity despite inactivation of RelA. Our MEF-based analyses suggested that this autoregulatory loop is hardwired within the NFκB circuit and is triggered upon p100 depletion. We postulated that prolonged RelB:p50 containing NFκB response to TNF in p100-depleted HMCLs could be a consequence of autoregulatory control.

### RelB:p50 dimer is sufficient for TNF-induced expression of NFκB target genes

Using genetically tractable MEF system, we investigated how RelB:p50 modulates TNF-induced expression of NF-κB target genes. To this end, we compared global gene expressions (see Materials and methods) in TNF-treated MEFs of the following genotypes, namely WT fibroblasts, which primarily elicits RelA:p50 activity, *Rela*^−/−^*Nfkb2*^−/−^ cells, which exclusively activate RelB:p50, and control NFκB-deficient *Rela*^−/−^*Relb*^−/−^*Rel*^−/−^ cells, which lack the expression of all three transcription-activating NFκB subunits RelA, RelB and cRel. 

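RNA of mouse embryonic fibroblasts (MEFs) was read on 1-colour Illumina MouseRef-8 v2.0 BeadChips, on which 25697 probes were listed. There were 12 arrays, made of 2 untreated arrays and 2 arrays of cells treated with 10 ng/ml of TNF for 6 h for each of the 3 genotypes. The genes targeted in the mutants were read first. Rela, the gene of RelA, had log2 signals of 12.60 to 13.22 on the 4 WT arrays, 10.28 to 10.80 on the 4 *Rela*-/-*Nfkb2*-/- arrays and 10.05 to 10.75 on the 4 *Rela*-/-*Relb*-/-*Rel*-/- arrays, above background on all of them. Relb, the gene of RelB, had log2 signals of 9.16 to 11.12 in WT cells and 7.88 to 9.46 in *Rela*-/-*Nfkb2*-/- cells, and was not above background on 3 of the 4 *Rela*-/-*Relb*-/-*Rel*-/- arrays. Nfkb2, the gene of p100, had log2 signals of 8.64 and 8.83 in untreated WT cells, and 7.23 and 8.83 in untreated *Rela*-/-*Nfkb2*-/- cells. Rel, the gene of cRel, was not above background on any of the 12 arrays. Where these probes lie relative to the deleted parts of the genes was not determined, so their signals do not check the genotypes. The authors deposited a signal and a detection p-value per probe, and a second table of background-subtracted, quantile-normalized values. The median signal of an array was 94.9 to 141.5, and 11637 to 12599 probes (45.3% to 49.0%) had a detection p-value under 0.05. The signals were background-corrected and quantile-normalized on the log2 scale (neqc of limma), and 13387 probes that were above background on both arrays of at least 1 group were kept. With the brightest probe of each gene, 10031 features were tested, of which 9251 were named genes and 780 were unnamed probes. One limma model held a mean for each of the 6 groups, so each group has n = 2 arrays and all groups share 1 estimate of the spread, and p-values were adjusted by Benjamini-Hochberg. The spread was not equal, as the SD of replicate differences was 0.27 and 0.30 in the WT groups and 0.46 to 0.67 in the mutant groups. The shared estimate can therefore make p-values too small in the mutant lines and too large in WT. A gene "rose" or "fell" at an adjusted p under 0.05, and values after ± are standard errors on the log2 scale. Where a gene was not above background on either array of 1 of the groups compared, the ratio is a lower bound, written "at least N-fold", and no ratio is given where it was above background in neither group. Same-numbered arrays of a genotype deviated together, and so did those of both mutant lines, so counts are also given with the replicate number as a block within each genotype. Nothing in the sources used says that same-group arrays came from separate cultures, so the p-values measure only the spread between these arrays, which can be technical. Each genotype can stand for a single immortalized line, so effects of the deleted genes and of the line are not separated. Before TNF, 2055 features already differed between *Rela*-/-*Nfkb2*-/- and WT cells, and 3777 between *Rela*-/-*Relb*-/-*Rel*-/- and WT cells.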

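In WT MEFs the largest rises after TNF were those of matrix proteases, chemokines and cytokines. The stromelysin genes Mmp10 and Mmp3 rose by log2 5.19 ± 0.34 (adjusted p = 2.41e-04, limma) and 5.09 ± 0.36 (adjusted p = 2.85e-04), and the collagenase gene Mmp13 rose by 4.71 ± 0.44 (adjusted p = 0.00126). Csf2, which encodes the growth factor GM-CSF, rose by 4.59 ± 0.29 (adjusted p = 2.41e-04), and the neutrophil chemokine gene Cxcl2 by 4.07 ± 0.30 (adjusted p = 3.16e-04). The fatty acid receptor gene Gpr84 was at least 12.8-fold higher (adjusted p = 2.30e-05) and the chemokine gene Ccl3 at least 7.76-fold higher (adjusted p = 9.05e-05), as neither was above background in untreated cells. Ch25h, which encodes cholesterol 25-hydroxylase, rose by 3.84 ± 0.36 (adjusted p = 0.00125).
By gene lists fixed beforehand, 8 of 17 genes of adhesion molecules and matrix proteases rose and none fell (9 rose and 1 fell when adjusted over the list alone), among them Icam1, a leukocyte adhesion molecule, by 2.95 ± 0.26 (camera with the preset correlation, adjusted p = 2.95e-14, and 0.0110 with an estimated correlation). Of 20 chemokines and cytokines, 6 rose and none fell (11 rose and 1 fell when adjusted over the list alone; camera adjusted p = 2.95e-14, and 0.00395 with an estimated correlation). Of 12 NFκB subunits and inhibitors, 4 rose and none fell (6 rose when adjusted over the list alone; camera adjusted p = 7.87e-14, and 0.0110 with an estimated correlation), among them Tnip1, which encodes an A20-binding inhibitor of NFκB, by 1.40 ± 0.18. Of 12 pro-survival factors, 2 rose, Traf1 and the superoxide dismutase gene Sod2 (5 when adjusted over the list alone; camera adjusted p = 8.46e-08, and 0.0186 with an estimated correlation). Of 12 oxidative and metal stress genes, 3 rose, among them the cystine transporter gene Slc7a11 by log2 2.83 and the metallothionein gene Mt2 by 1.51 (also 3 when adjusted over the list alone; camera adjusted p = 1.47e-05, and 0.0144 with an estimated correlation). Of 27 interferon-stimulated genes, 4 rose, among them the guanylate-binding protein genes Gbp3 by 3.57 and Gbp2 by 2.91 (5 when adjusted over the list alone). Their camera adjusted p of 1.11e-06 became an adjusted p of 0.274 with an estimated correlation.
In all, 86 features rose and 34 fell in WT cells of the 10031 tested, and 175 rose and 115 fell with the replicate block within genotype. The 120 calls became 43 without WT untreated replicate 1, 32 without WT untreated replicate 2, 70 without WT TNF replicate 1, 39 without WT TNF replicate 2, and 68 without either untreated *Rela*-/-*Relb*-/-*Rel*-/- array. Scaling each array to its median in place of quantile normalization gave 39 rises and 19 falls, a filter on probes above background on all 12 arrays gave 21 calls, and a fit of the 4 WT arrays alone gave 352.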

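The genes taken for clustering were those with a TNF to untreated ratio of at least 1.3 in both numbered WT replicate pairs, a detection p-value under 0.05 on both WT TNF arrays, and a mean ratio of at least 2 times its SD, which 544 features met (490 of them named genes). k-medians with 7 clusters, run on the mean log2 ratios of the 3 genotypes with 100 random starts, gave the clusters below. The first, of 19 genes with Mmp10, Mmp3, Ccl5, Ch25h and Nfkbie, had median log2 ratios of 2.39 in WT, 3.05 in *Rela*-/-*Nfkb2*-/- and 0.72 in *Rela*-/-*Relb*-/-*Rel*-/- cells. Its member Mmp3 was at 5.09, 1.70 and 0.08, so single genes can depart from the medians. In a cluster of 67 genes with the NFκB inhibitor genes Tnfaip3 and Nfkbia, and with Relb, the medians were 0.97, 1.56 and 0.27, in the same order. Tnfaip3 itself rose in *Rela*-/-*Relb*-/-*Rel*-/- cells by limma. A cluster of 127 genes had medians of 0.65, 0.63 and -0.09. By contrast, 56 genes with Gpr84, Cxcl2, Gbp3 and Ccl3 had medians of 1.55 in WT, 0.13 in *Rela*-/-*Nfkb2*-/- and -0.04 in *Rela*-/-*Relb*-/-*Rel*-/- cells. The 54 genes with Tlr2, a receptor of bacterial lipoproteins, and Selp, which encodes P-selectin, had medians of 0.80, -0.82 and -0.11. A cluster of 124 genes with Nod2, a sensor of bacterial peptidoglycan, and Ereg, which encodes the growth factor epiregulin, had medians of 0.62, 0.06 and 0.07. The last 97 genes, with Zfp36, which encodes an mRNA-destabilizing protein, and Cd274, which encodes PD-L1, had medians of 0.64, 0.64 and 0.55. The genes were selected on their WT ratios, so the WT medians are not independent evidence of a rise, and the clusters carry no test.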

Applying the k-median algorithm to our genome-scale data, we clustered genes induced in WT MEFs at 6 h post-TNF stimulation into seven subgroups (Figure 5a and Supplementary Table S1). 

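Most WT-induced genes had a small TNF response in *Rela*-/-*Relb*-/-*Rel*-/- cells. Among the 86 features that rose in WT, the median log2 change was 1.61 in WT and 0.11 in *Rela*-/-*Relb*-/-*Rel*-/- cells, 8 rose there, and 73 (84.9%) had less than 0.5 of their WT log2 change. Mmp3 was at log2 0.08 ± 0.36 (adjusted p = 0.970, limma) in *Rela*-/-*Relb*-/-*Rel*-/- cells, and the difference between the responses of WT and *Rela*-/-*Relb*-/-*Rel*-/- cells was 5.02 ± 0.52 (adjusted p = 0.00357). Icam1 was at -0.41 ± 0.26 (adjusted p = 0.518; difference 3.36 ± 0.37, adjusted p = 0.00376). Of these 86 features, 30 responded more in WT than in *Rela*-/-*Relb*-/-*Rel*-/- cells and none less in the test of the difference over all features (73 more when adjusted over the list alone, which was chosen on the same WT arrays). By the fold rule used for clustering, 397 genes (73.0%) had less than 0.5 of their WT log2 ratio in *Rela*-/-*Relb*-/-*Rel*-/- cells. Of the 7 k-median clusters 6, with 447 genes (82.2%), had a median ratio that low. Genes picked for a high WT ratio also fall below 0.5 of it where that ratio is noise. No baseline for these shares was computed in *Rela*-/-*Relb*-/-*Rel*-/- cells, so they do not measure dependence on NFκB.
TNF still changed other genes in these cells. The 139 features that rose included immediate early genes, transcription factors and their kind that respond within minutes to growth factors and stress. Of 24 tested, 9 rose and none fell (17 rose when adjusted over the list alone; camera adjusted p = 4.16e-18, and 0.00675 with an estimated correlation). Among them Egr2 rose by 3.03 ± 0.28 (adjusted p = 0.00170), Fosl1 by 3.01 ± 0.30 (adjusted p = 0.00221) and Atf3 by 2.73 ± 0.28 (adjusted p = 0.00221), and as a list they responded less in WT than in *Rela*-/-*Relb*-/-*Rel*-/- cells (4 of 24 lower, 13 when adjusted over the list alone; camera adjusted p = 0.0215 with an estimated correlation). The natriuretic peptide gene Nppb rose by 4.97 ± 0.59 (adjusted p = 0.00449), the neuronal activity gene Arc was at least 11.7-fold higher (adjusted p = 0.00130), and Tnfaip3, which encodes A20, was at least 2.59-fold higher (adjusted p = 0.0413). Of 20 chemokines and cytokines, 2 rose and none fell, Ccl2 and Il11 (2 when adjusted over the list alone). The camera adjusted p of the list was 0.0712, 0.257 with an estimated correlation, and 0.0441 with the replicate block within genotype.
In all, 139 features rose and 80 fell in *Rela*-/-*Relb*-/-*Rel*-/- cells (367 and 296 with the replicate block within genotype), and 41 responded more and 44 less in WT than in *Rela*-/-*Relb*-/-*Rel*-/- cells (105 and 123 with that block). The 219 calls in *Rela*-/-*Relb*-/-*Rel*-/- cells became 53, 44 and 133 without *Rela*-/-*Relb*-/-*Rel*-/- untreated replicate 1, untreated replicate 2 and TNF replicate 1, 119 to 121 without any 1 of the WT arrays, 111 without either TNF-treated *Rela*-/-*Nfkb2*-/- array, and 0 in a limma fit of the 4 *Rela*-/-*Relb*-/-*Rel*-/- arrays alone, where the methods' t-test gave 800 before adjustment. The 85 differences became 32, 35, 48 and 35 without WT untreated replicates 1 and 2 and WT TNF replicates 1 and 2, 34 and 37 without untreated *Rela*-/-*Relb*-/-*Rel*-/- replicates 1 and 2, and 51 without either TNF-treated *Rela*-/-*Nfkb2*-/- array.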

Abrogated expression of ~65% of genes belonging to four clusters (cluster A–D) in *Rela*^−/−^*Relb*^−/−^*Rel*^−/−^ cells reiterated a dominant role of NFκB in TNF-induced gene expression. 

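In *Rela*-/-*Nfkb2*-/- MEFs, 40 of the 86 features that rose in WT also rose and 4 fell (with independent calls 6.90 shared rises would be found, and in *Rela*-/-*Relb*-/-*Rel*-/- cells, where 8 were shared, 1.19), and the median log2 change of the 86 was 0.54. Csf2 was at least 27.4-fold higher after TNF (adjusted p = 1.13e-05, limma), Lif, which encodes a cytokine of the interleukin-6 family, rose by log2 4.26 ± 0.27 (adjusted p = 2.96e-05) and Mmp10 by 3.91 ± 0.34 (adjusted p = 1.45e-04). Other WT-induced genes had no such response. Gpr84, Ccl3 and Cxcl2 were above background neither before nor after TNF, and Gpr84 responded less than in WT (adjusted p = 7.47e-05, with no ratio given as it was at background). Gbp3 was at -0.28 ± 0.39 (adjusted p = 0.661), 3.85 ± 0.55 less than in WT (adjusted p = 0.00713). Mmp13 fell by 1.54 (SE 0.44, adjusted p = 0.0407) and Tlr2 fell by 1.86 (SE 0.28, adjusted p = 0.00216). Of the 86 features, 33 responded more and 3 less in WT than in *Rela*-/-*Nfkb2*-/- cells (52 and 8 when adjusted over the list alone), and 17 responded more in *Rela*-/-*Nfkb2*-/- than in *Rela*-/-*Relb*-/-*Rel*-/- cells. The 86 were chosen for their rise on the same WT arrays, which favours a larger response in WT in the comparison with WT.
Of 20 chemokines and cytokines, 8 rose and 4 fell in *Rela*-/-*Nfkb2*-/- cells (9 and 4 when adjusted over the list alone; camera adjusted p = 0.00118, and 0.0915 with an estimated correlation), and of 17 adhesion molecules and matrix proteases 10 rose and 2 fell (11 and 3 when adjusted over the list alone; 0.00177 and 0.169). Of 12 NFκB subunits and inhibitors, 5 rose and 1 fell (5 and 2 when adjusted over the list alone; camera adjusted p = 0.0429, 0.353 with an estimated correlation and 0.0501 with the replicate block within genotype). Of 12 pro-survival factors, 3 rose, Traf1, Tnfaip3 by 1.43 ± 0.41 and the stress-response gene Gadd45b by 0.58, and none fell (3 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.0226, and 0.233 with an estimated correlation). With the replicate block within genotype, the pro-survival gene Bcl2 was lower, at -1.02 (adjusted p = 0.0159, limma). None of 27 interferon-stimulated genes passed (also 0 when adjusted over the list alone). With the replicate block within genotype, Usp18 at -1.49 and Mx2 at -1.22 had adjusted p = 0.00283 and 0.00379 (limma). The camera adjusted p of the list was 0.0823, and 0.747 with an estimated correlation. It was 0.00917, lower, with the replicate block within genotype at the preset correlation. As a list these genes responded more in WT, where 4 responded more than in *Rela*-/-*Nfkb2*-/- cells (5 when adjusted over the list alone; camera adjusted p = 1.38e-05, and 0.407 with an estimated correlation). Before TNF, 16 of these 27 genes were already higher and 1 lower in *Rela*-/-*Nfkb2*-/- than in WT cells (20 and 1 when adjusted over the list alone; camera adjusted p = 9.78e-07, and 0.385 with an estimated correlation). Of the 397 genes that were low in *Rela*-/-*Relb*-/-*Rel*-/- cells by the fold rule, 190 (47.9%) kept at least 0.5 of their WT log2 ratio in *Rela*-/-*Nfkb2*-/- cells, 86 rose and 19 fell there by limma. Among the 6 k-median clusters with a low *Rela*-/-*Relb*-/-*Rel*-/- median, 3, with 213 of the 447 genes (47.7%), kept at least 0.5 of the WT median in *Rela*-/-*Nfkb2*-/- cells (1 cluster with a total of 5 clusters, and 2 with median scaling, the authors' values or ratios of unit length).
Over all features, 805 rose and 1168 fell (1539 and 1785 with the replicate block within genotype, 207 and 1319 with median scaling, which shifts the median of all features by -0.28). The 1973 calls became 956 without *Rela*-/-*Nfkb2*-/- TNF replicate 1, 1033 without *Rela*-/-*Nfkb2*-/- TNF replicate 2 and 335 in a fit of the 4 *Rela*-/-*Nfkb2*-/- arrays alone, and the share of 47.9% became 33.5% with median scaling. In the test of the difference, 293 features responded more and 117 less in WT than in *Rela*-/-*Nfkb2*-/- cells (632 and 405 with the block, 183 and 24 with median scaling), a total of 410 that became 141, 126, 195 and 119 without WT untreated replicates 1 and 2 and WT TNF replicates 1 and 2, 170 and 139 without *Rela*-/-*Nfkb2*-/- TNF replicates 1 and 2, and 237 without either untreated *Rela*-/-*Relb*-/-*Rel*-/- array.

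**Figure D1:**
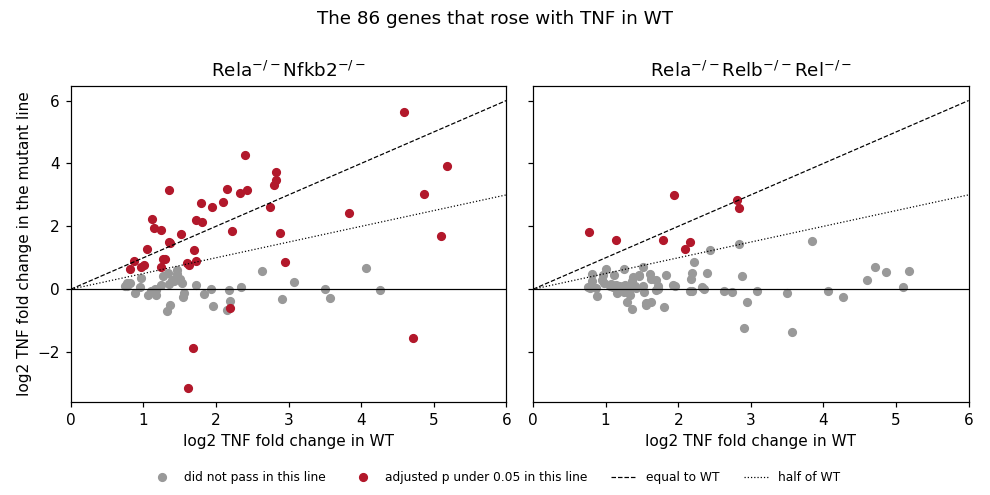
The 86 features that rose in WT MEFs after TNF, with the log2 change in WT on the horizontal axis and that in *Rela*-/-*Nfkb2*-/- (left) or *Rela*-/-*Relb*-/-*Rel*-/- (right) cells on the vertical axis, each from n = 2 arrays per group. Red points rose or fell in the mutant line at an adjusted p under 0.05, the dashed line marks equal changes and the dotted line 0.5 of the WT change. Of the 86, 40 rose on the left, where 805 of all features rose, and 8 on the right, where 139 rose.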

Remarkably, TNF-stimulated gene expression was qualitatively intact in *Rela*^−/−^*Nfkb2*^−/−^ MEFs in three out of four NFκB-dependent clusters. Our quantitative reverse transcriptase–PCR analyses revealed that TNF induces expression of mRNAs encoding pro-inflammatory mediators, such as IP-10, MCP-1 and RANTES (Figure 5b), as well as pro-survival factors, including TRAF1, cIAP2 and cFLIP (Figure 5c), in WT MEFs, but not in *Rela*^−/−^*Relb*^−/−^*Rel*^−/−^ MEFs. Inducible expression of these NFκB target genes was mostly preserved, and if anything was subtly enhanced, in *Nfkb2*^−/−^ cells, which stimulates both RelA:p50 and RelB:p50 activity (Figures 5b and c). Intriguingly, TNF stimulation led to equivalent synthesis of these mRNAs, except for RANTES, in *Rela*^−/−^*Nfkb2*^−/−^ MEFs (Figures 5b and c). shRNA-mediated depletion of RelB abrogated TNF-induced expressions of these genes in *Rela*^−/−^*Nfkb2*^−/−^ MEFs (Figure 5d and Supplementary Figure S5a). However, TNF-induced expression of cFOS, whose transcription is regulated in an NFκB independent manner, remained unaltered upon RelB knockdown in *Rela*^−/−^*Nfkb2*^−/−^ MEFs (Figure 5d and Supplementary Figure S5b). Finally, our ChIP analyses revealed that TNF stimulation indeed promotes recruitment of RelB, in addition to RelA, to promoters of genes encoding cFLIP and cIAP2 in *Nfkb2*^−/−^ MEFs (Figure 5e). Therefore, our gene expression study confirmed that RelB:p50 dimer activated by TNF in p100-deficient cells is capable of inducing expression of a wide spectrum of NFκB target genes, thereby largely circumventing the requirement of RelA. Furthermore, these results extended the possibility that TNF-induced RelB:p50 activity provides for the pro-survival NFκB transcription function in p100-depleted myeloma cells.

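Genes of NFκB subunits and inhibitors, and some genes that the paper measured by RT-PCR, were read on the same arrays. The paper's RT-PCR of such genes was done at other times after TNF. Of its other targets, Birc3 (cIAP2) was above background on 1 of 12 arrays and Cflar (cFLIP) on 0. Cxcl10 (IP-10) passed in neither WT nor *Rela*-/-*Nfkb2*-/- cells in the main fit. Its control Fos fell by 1.83 in *Rela*-/-*Nfkb2*-/- cells and rose by 2.38 in *Rela*-/-*Relb*-/-*Rel*-/- cells, calls lost under some settings. Nfkbia, which encodes the inhibitor IκBα, rose by log2 1.81 ± 0.18 (adjusted p = 0.00192, limma) in WT and 2.14 ± 0.18 (adjusted p = 1.30e-04) in *Rela*-/-*Nfkb2*-/- cells, and was at -0.57 ± 0.18 (adjusted p = 0.164) in *Rela*-/-*Relb*-/-*Rel*-/- cells. Its response was 2.71 ± 0.26 higher in *Rela*-/-*Nfkb2*-/- than in *Rela*-/-*Relb*-/-*Rel*-/- cells (adjusted p = 9.22e-04), while WT and *Rela*-/-*Nfkb2*-/- cells differed by -0.34 ± 0.26 (adjusted p = 0.570). Nfkbie, which encodes IκBε, rose by 2.88 ± 0.20 (adjusted p = 2.41e-04) in WT and by 1.78 ± 0.20 (adjusted p = 5.67e-04) in *Rela*-/-*Nfkb2*-/- cells, and its response was higher in *Rela*-/-*Nfkb2*-/- than in *Rela*-/-*Relb*-/-*Rel*-/- cells (adjusted p = 0.0282, with no ratio given as it was not above background in untreated *Rela*-/-*Relb*-/-*Rel*-/- cells). Traf1, which encodes a pro-survival adaptor of TNF receptors, rose by 2.74 ± 0.18 (adjusted p = 2.41e-04) in WT, was at least 3.60-fold higher (adjusted p = 4.94e-05) in *Rela*-/-*Nfkb2*-/- cells, and was not above background in *Rela*-/-*Relb*-/-*Rel*-/- cells (test of the difference between *Rela*-/-*Nfkb2*-/- and *Rela*-/-*Relb*-/-*Rel*-/- responses, adjusted p = 9.93e-04). Relb rose by 1.70 ± 0.25 (adjusted p = 0.0154) in WT and by 1.26 ± 0.25 (adjusted p = 0.00891) in *Rela*-/-*Nfkb2*-/- cells.
The chemokine gene Ccl5, which encodes RANTES, rose by 4.86 ± 0.43 (adjusted p = 8.28e-04) in WT and 3.02 ± 0.43 (adjusted p = 0.00183) in *Rela*-/-*Nfkb2*-/- cells, with a difference of 1.84 ± 0.61 between them (adjusted p = 0.151). Ccl2, which encodes MCP-1, rose in WT by 2.16 ± 0.25 (adjusted p = 0.00346), in *Rela*-/-*Nfkb2*-/- cells by 3.18 ± 0.25 (adjusted p = 8.28e-05) and in *Rela*-/-*Relb*-/-*Rel*-/- cells by 1.51 ± 0.25 (adjusted p = 0.0183), and the *Rela*-/-*Nfkb2*-/- response exceeded that of *Rela*-/-*Relb*-/-*Rel*-/- cells by 1.67 ± 0.35 (adjusted p = 0.0295). By RT-PCR, the paper reports no TNF induction of MCP-1 mRNA in *Rela*-/-*Relb*-/-*Rel*-/- cells. Over all features, 133 responded more and 366 less in *Rela*-/-*Nfkb2*-/- than in *Rela*-/-*Relb*-/-*Rel*-/- cells (386 and 727 with the replicate block within genotype, 41 and 318 with median scaling). That total of 499 became 210, 205 and 284 without *Rela*-/-*Relb*-/-*Rel*-/- untreated replicates 1 and 2 and TNF replicate 1, 221 and 243 without *Rela*-/-*Nfkb2*-/- TNF replicates 1 and 2, 322 without *Rela*-/-*Nfkb2*-/- untreated replicate 1, and 327 without either untreated WT array. The rise of Relb in WT had an adjusted p of 0.136, 0.127 and 0.165 without WT untreated replicate 1, WT untreated replicate 2 and WT TNF replicate 2, and its rise in *Rela*-/-*Nfkb2*-/- cells one of 0.0683 without *Rela*-/-*Nfkb2*-/- TNF replicate 1, while that of Ccl2 was 0.0578 and 0.0514 in WT without WT untreated replicate 2 and WT TNF replicate 2, and 0.136 and 0.0679 in *Rela*-/-*Relb*-/-*Rel*-/- cells without *Rela*-/-*Relb*-/-*Rel*-/- untreated replicate 1 and TNF replicate 2, 0.0584 there with cyclic loess and 0.353 in a fit of the 4 *Rela*-/-*Relb*-/-*Rel*-/- arrays alone, and the Relb rise in *Rela*-/-*Nfkb2*-/- cells had one of 0.0682 in a fit of the 4 *Rela*-/-*Nfkb2*-/- arrays alone. From TNF-induced expression that is intact in *Rela*-/-*Nfkb2*-/- cells in most of the NFκB-dependent clusters, together with its RT-PCR, RelB knockdown and ChIP experiments, the paper concludes that RelB:p50 activated by TNF in cells without p100 can induce a broad set of NFκB target genes and largely bypass the need for RelA.

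**Figure D2:**
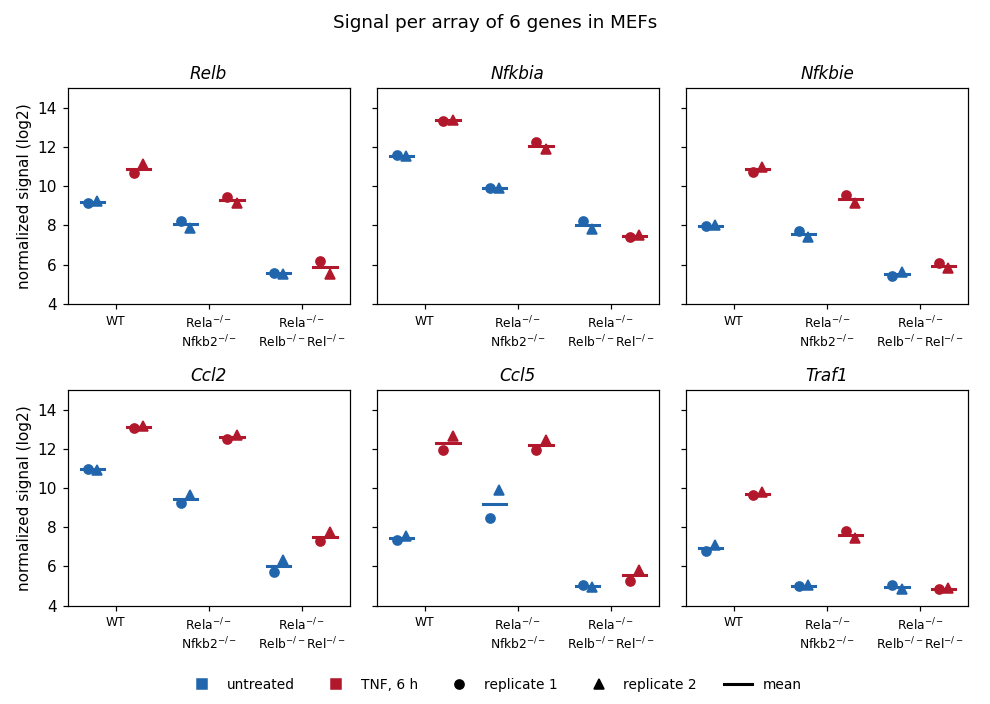
Normalized log2 signal of Relb, Nfkbia, Nfkbie, Ccl2, Ccl5 and Traf1 on each of the 12 arrays, by genotype, with untreated arrays in blue and TNF-treated arrays in red, replicate 1 as circles, replicate 2 as triangles, and bars at the mean of the 2 arrays of a group. In WT and *Rela*-/-*Nfkb2*-/- cells both TNF arrays lie above both untreated arrays for each of these genes, and in *Rela*-/-*Relb*-/-*Rel*-/- cells Traf1 and Ccl5 lie at the background level on all 4 arrays.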

### TNF induced RelB:p50/NFκB dimer suppresses apoptosis independent of RelA

TNF-induced pro-survival factors, such as TRAF1 and cFLIP, counteracts caspase activation in preventing apoptotic cell death.^34^ Sensitivity of *Rela*^−/−^ MEFs to TNF-induced apoptosis underscored the importance of RelA/NFκB-driven pro-survival gene expressions in the cell-death pathway.^35^ Given capacity of the RelB:p50 dimer in stimulating expression of these pro-survival factors, we asked if alternate RelB/NFκB activity suppresses apoptosis in *Rela*^−/−^*Nfkb2*^−/−^ MEFs. As a control, we utilized *Rela*^−/−^*Nfkb1*^−/−^ cells, which lack RelA as well as p50, thus resulting in the deficiency of both RelA:p50 and RelB:p50 dimers (Supplementary Figure S6a). Our immunoblot analyses revealed augmented processing of pro-Caspase-8 and pro-Caspase-3 as well as cleavage of PARP1 upon TNF treatment of *Rela*^−/−^*Nfkb1*^−/−^ MEFs, but not in WT cells (Figure 6a). TNF stimulation of *Rela*^−/−^*Nfkb2*^−/−^ MEFs led to minor change in abundance of pro-Caspases accompanied by only a subtle increase in cleaved Caspase-3 and PARP1. In cell-death assay, we could demonstrate that *Rela*^−/−^*Nfkb2*^−/−^ MEFs are indeed resistant to TNF-induced death, while *Rela*^−/−^ *Nfkb1*^−/−^ cells are extremely susceptible (Figure 6b). Importantly, *Nfkb2*^−/−^ MEFs were impervious to TNF-induced cell death. Our fluorescence-activated cell sorting analyses validated that early apoptosis detected in *Rela*^−/−^*Nfkb1*^−/−^ MEFs within 4 h of TNF treatment is essentially absent in *Rela*^−/−^*Nfkb2*^−/−^ MEFs as in WT cells (Figure 6c and Supplementary Figure S6b). Ablating RelB expression using shRNA, we confirmed that the RelB:p50 dimer is critical for preventing TNF activation of caspases in *Rela*^−/−^*Nfkb2*^−/−^ MEFs (Figure 6d) and protecting these RelA-null cells from apoptosis (Figure 6e). Thus our investigation offered direct genetic evidence that RelB:p50/NFκB activation by TNF in p100-deficient cells is sufficient, and RelA is not required, to suppress the apoptotic cell death.

### Autoregulatory RelB/NFκB pathway promotes pro-survival gene expressions in multiple myeloma

Our mechanistic studies involving various knockout cells illuminated that p100 deficiency provokes autoregulatory RelB:p50/NFκB activity, which can mediate pro-survival TNF functions. We argued that this mechanism accentuates drug resistance in myeloma. To examine this hypothesis, we first compared IκBα-immunoprecipitates derived from HMCLs for the presence of RelB. Corroborating fibroblast studies, our analyses revealed dominant RelB–IκBα interaction in unstimulated KMS28PE and JK6L cells those lack p100, but not in OciMy5 cells (Figure 7a). Furthermore, perpetuating RelB:p50 response to TNF in KMS28PE and JK6L cells (Figure 2a) temporally coincided with gradual accumulation of RelB mRNA (Figure 7b). TNF stimulated RelB mRNA synthesis (Figure 7c) as well as RelB:p50 DNA-binding activity (Figure 7d) independent of RelA in KMS28PE cells suggesting that autoregulatory RelB control prolongs NFκB response in p100-depleted HMCLs. Conversely, overexpression of a mutant version of p100 (p100_S866A,S870A_), which was resistant to NIK-mediated degradation,^19^ in KMS28PE cells led to a drastic reduction in TNF-induced RelB:p50 NFκB activity (Figure 7e and Supplementary Figure S7). Corroborating our observation that RelB:p50 may provide for pro-survival NFκB function, solitary RelB:p50 activation in the absence of RelA was sufficient for TNF-induced expression of NFκB target genes encoding TRAF1, cFLIP and Bcl2 in KMS28PE cells (Figure 7f). Consistently, shRNA-mediated depletion of RelB, which primarily constitutes the NFκB activity in KMS28PE cells at 8 h post-TNF stimulation, entirely abrogated late induction of these pro-survival factors (Figure 7f). Taken together, p100 depletion reinforced pro-survival TNF response in multiple myeloma by prolonging classical NFκB function via the autoregulatory RelB pathway. Functional redundancy with RelA:p50 dimer coupled to distinct dynamic control allowed RelB:p50 to instill a protracted drug-resistant state in HMCLs.

To further validate our mechanistic hypothesis, we examined gene-expression profile and clinical data of myeloma patients available on the Multiple Myeloma Research Foundation database (themmrf.org). Our analyses revealed that Bcl2 and cFLIP mRNA levels were augmented in the patient group with high RelB mRNA expression as compared with those expressing RelB at a low level (Figure 7g). Moreover, RelB mRNA level was significantly elevated in the group of patients exhibiting progressive or stable disease or only partial response upon first-line therapy as compared with the group showing complete or stringent complete responses (Figure 7h). Given persistently elevated RelB mRNA expression was dependent on autoregulatory synthesis, we argue that the direct correlation of RelB level with pro-survival gene expressions and resistance to therapeutic intervention is consistent to a possible role of the autoregulatory RelB/NFκB pathway in disease pathogenesis of multiple myeloma.

## Discussion

Activation of canonical NFκB signaling in myeloma cells by tumor microenvironment derived TNF has been implicated in environmental drug resistance. Recurrent gain-of-function mutations in the non-canonical NFκB module indicated its possible involvement in the resilience of myeloma cells to chemotherapeutic agents. We found that while TNF induces an early NFκB activity, mutational activation of the non-canonical module prolongs TNF-induced pro-survival NFκB response, albeit composed of the RelB:p50 dimer, in exacerbating TRAIL resistance (Figure 8).

Our quantitative analyses indicated that IκBα is a less-preferred interaction partner of RelB, which favors p100 binding (Supplementary Appendix Figures 2b and c). However, depletion of p100, owing to non-canonical mutations, altered the cellular homeostasis with RelB:p50 being sequestered by IκBα and consequently, induced upon TNF stimulation as an early NFκB activity (Figures 2, 3 and 7). Absence of p100 in mutant cells additionally triggered a late-acting RelB:p50/NFκB response, which was contingent upon autoregulatory *Relb* synthesis (Figures 2, 3, 4 and 8). IKK2 was shown to phosphorylate RelB at 6 h post-TNF stimulation that further weakened RelB–IκBα interaction.^36^ It has been suggested that ERK1, which is activated by TNF, also phosphorylates RelB in promoting its nuclear translocation.^26^ Implementing the delayed phosphorylation mechanism in our computational model explained that late-acting RelB:p50 dimer escaped this debilitated IκBα feedback to uninterruptedly synthesize RelB mRNA in cancerous cells.

In a pioneering study, Karin's group earlier demonstrated that expression of cJun proto-oncogene is subjected to positive autoregulation.^37^ An autoregulatory loop connecting IRF4 and MYC was shown to perpetuate oncogenic gene expressions in multiple myeloma.^38^ Epigenetic changes associated with colon cancer were shown to trigger hypoxia-inducible factor-1α autoregulation.^39^ An autoregulatory circuit propagated T-cell acute lymphocytic leukemia protein 1 (TAL1) activity in T-cell acute lymphoblastic leukemia.^40^ Except for *Rela*, genes encoding the NFκB subunits *per se* also bear κB sites at their promoters. In this study, we extended evidence for the involvement of autoregulatory NFκB control in neoplastic diseases. Genetic analyses and mathematical modeling studies substantiated that depletion of p100 in myeloma cells triggers this autoregulatory loop to promote perpetuating RelB:p50/NFκB response to TNF. Strikingly, this TNF-induced, persistent RelB:p50 activity was impervious to RelA inhibitions (Figures 4 and 7d). Our mechanistic investigation indicated that early RelB:p50 activation from IκBα-bound complex is critical for triggering this late-acting RelB:p50 response, particularly when RelA is inactivated.

It was shown that malignant plasma cells possess a low level of NIK-independent, constitutive RelB/NFκB activity. While this activity was initially implicated in expression of NFκB target genes,^27^ a recent investigation suggested that RelB:p52 suppresses expression of NFκB target pro-apoptotic gene Bim.^26^ Indeed, RelB was shown both to activate and inhibit physiological gene expressions from NFκB target promoters,^31, 41, 42, 43, 44^ and RelA, cRel or RelB containing NFκB heterodimers were shown to overlap in their DNA-binding specificity.^45, 46^ However, the perceived notion that RelA is obligatorily required for expression of *Relb*^47^ restricted genetic studies directly evaluating RelB mediated regulations of NFκB target genes in the absence of RelA. Our analyses provided unequivocal evidence that RelB:p50 dimer not only cooperates with RelA:p50 but transcription-activating function of RelB:p50 circumvents the requirement of RelA in mediating pro-survival TNF response in p100-depleted cells, including myeloma cells harboring non-canonical mutations (Figures 5, 6, 7). Although, we do not rule out that RelB, particularly in association with p52, functions as a transcriptional repressor in the basal state in HMCLs, our investigation indicated that TNF-induced RelB:p50 acts as a potent activator of pro-survival gene expressions.

Mutational activation of the non-canonical NFκB pathway modified TNF signaling to impart drug resistance in myeloma cells independent of the principal NFκB subunit RelA. Interestingly, these mutations did not act through typical p52 NFκB complexes, but depleted p100 to reposition RelB under IκBα control. Of note, myeloma-derived cells with enhanced NIK activity were shown to be sensitive to IKK2 inhibitors.^22^ Our study clarified that NIK depletes p100, while IKK2 induces pro-survival RelB:p50/NFκB response from IκBα-inhibited complex. Moreover, autoregulatory RelB:p50 activation by TNF assisted these cells develop autonomy from RelA/NFκB in producing a protracted drug-refractory state. It is thought that the non-canonical RelB/NFκB pathway transduces signal selectively from cell-differentiating cues, and TNF utilizes the canonical RelA/NFκB pathway. We noted that TNF-induced RelA is insufficient for imparting TRAIL resistance (Figures 1 and 2). Rather autoregulatory RelB control mediated precarious collaboration between widespread cell-intrinsic mutations in the non-canonical NFκB module and dynamical signaling induced by TNF in multiple myeloma. The proposed autoregulatory control is consistent to the previous finding demonstrating heightened RelB mRNA levels in myeloma patients harboring mutations in non-canonical NFκB module.^22^ Our observation that high RelB level is correlated with augmented expression of pro-survival factors and resistance of patients to therapy also indicated possible involvement of autoregulatory RelB control in multiple myeloma (Figure 7). In addition to genetic mutations, BAFF and APRIL also activate the non-canonical NFκB pathway in mature B-cells and myeloma cells.^48^ In this context, future studies ought to investigate the possible role of autoregulatory RelB control in transducing BAFF signal in processes requiring prolonged NFκB activity, such as B-cell differentiation and myeloma cell survival.

Our identification that the non-canonical pathway reinforces canonical TNF response through RelB:p50/NFκB dimer reiterates the importance of system-level understanding of pathway integration for designing therapeutic interventions. In sum, highly networked systems controlling functionally redundant transcription factors are also vulnerable to cancerous mutations, which may reverse the feedback control hardwired in the inflammatory circuit. Our results also indicate that acquisition of mutations those provoke autoregulatory activation of pro-survival transcription factors constitutes an important mechanism in environmental drug resistance.

## Materials and methods

### Cells and reagents

Wild-type or gene-deficient C57BL/6 mice were housed at NII and used in accordance with the IAEC guidelines. MEFs, immortalized using 3T3 protocol, were generated from E13.5 embryos, as described.^32^ HMCLs were a kind gift from Dr Michael Kuehl, NCI. Indicated transgenes were either constitutively expressed from MoMLV LTR promoter from pBabe.puro or inducibly expressed from an engineered promoter containing five tandem kappaB sites from HRS.puro retroviral construct. Retrovirus particle were generated from 293 T cells co-transfected with pCL-Eco.^32^ For gene transduction into human-derived myeloma cells, pseudotyped retrovirus particles were produced using Retro-X Universal Packaging System (Clonetech, Mountain View, CA, USA) from GP2-293 cells co-transfected with pBabe.puro construct and Ampho envelope vector (Clonetech). Following shRNA-expressing lentiviral particles (Sigma Aldrich, St Louis, MO, USA) were used for knockdown in HMCLs: *Rela*#1-TRCN0000353629, *Rela*#2-TRCN000029875, *Relb*#1-TRCN0000280360, *Relb*#2-TRCN0000280361, *Nfkb2*#1-TRCN0000356047 and *Nfkb2*#2-TRCN0000356005, and control-SHC202V. For knockdown studies in fibroblasts, lentiviral constructs expressing control shRNA (#RHS4346) or RelB-shRNAs (RMM#4431-101264262 and RMM#4431-200408572) purchased from GE-Dharmacon (Lafayette, CO, USA) were used for generating lentiviral particles.^49^

### Biochemical analyses

MEFs and HMCLs stimulated using 1  and 10 ng/ml of TNF (Roche, Basel, Switzerland), respectively, were harvested, nuclear, cytoplasmic or whole-cell extracts were analyzed by EMSA, supershift analysis, immunoblotting or subjected to immunoprecipitation.^50^ Antibody against p50 (BB-AB0080) was from BioBharati Life Sciences (Kolkata, India). Antibodies against Caspase-8 (#4790), Caspase-3 (#9665) and PARP1 (#9542) were from CST (Danvers, MA, USA).

### Gene-expression analyses

Total RNA was isolated from cells stimulated with 10 ng/ml of TNF and quantitative reverse transcriptase–PCR was conducted, as described,^50^ using cDNA synthesis kit from BioBharati. For microarray analysis, labeling, hybridization to Illumina MouseRef-8 v2.0 Expression BeadChip, data processing and quantile normalization were performed by Sandor Pvt Ltd (Hyderabad, India). Differential expression of genes between different genotypes were analyzed by k-median clustering implemented in the MEV program.^51^ The MIAME version of the microarray data is available on NCBI-GEO (accession GSE68615). For ChIP, 3 × 10^6^ MEFs stimulated with 10 ng/ml of TNF were fixed with 2% formaldehyde, nuclei were isolated, sonicated and lysates were subjected to immunoprecipitation using indicated antibodies (Santa Cruz Biotechnology, Dallas, TX, USA). Subsequent to reverse cross-linking, genomic DNA fragments were extracted from immunopellet and analyzed by qPCR using specific primers.

### Cell-death studies

TNF-induced (1 ng/ml) cell death in MEFs was quantified at 18 h post-stimulation using crystal violet staining, as described.^52^ TRAIL-induced (100 ng/ml; Adipogen, San Diego, CA, USA) cell death in HMCLs was assessed in trypan blue dye exclusion assay. HMCLs were primed with 10 ng/ml of TNF. Apoptosis was scored at 4 h post-stimulation using annexin-V/FITC and propidium iodide (BD Biosciences) staining. Flow cytometry was performed using VERSE (BD Biosciences, Franklin Lakes, NJ, USA) at NII Central facility with the help from A Das, NII, and data were analyzed using FlowJo.

### Computational modeling and code availability

The NF-κB Systems Model *v*2.0 was developed based on previously published models,^31, 50^ refined using our experimental data and was simulated in Matlab. A detailed description including parameter values has been provided in Supplementary Appendix. Matlab codes are available upon request.

### Statistical analysis

Error bars are shown as s.e.m. of 3–5 biological replicates, which was determined according to the standard practices for cell-culture-based analyses. Exact numbers of replicates for each experiment have been indicated in the legends of the corresponding figures. Statistical significance between groups was calculated using two-tailed Student's *t*-test and the *P*-values have been mentioned in the respective figures. For analyses of patients data obtained from Multiple Myeloma Research Foundation, Welch's *t*-test was used.

## Figures and Tables

**Figure 1:**
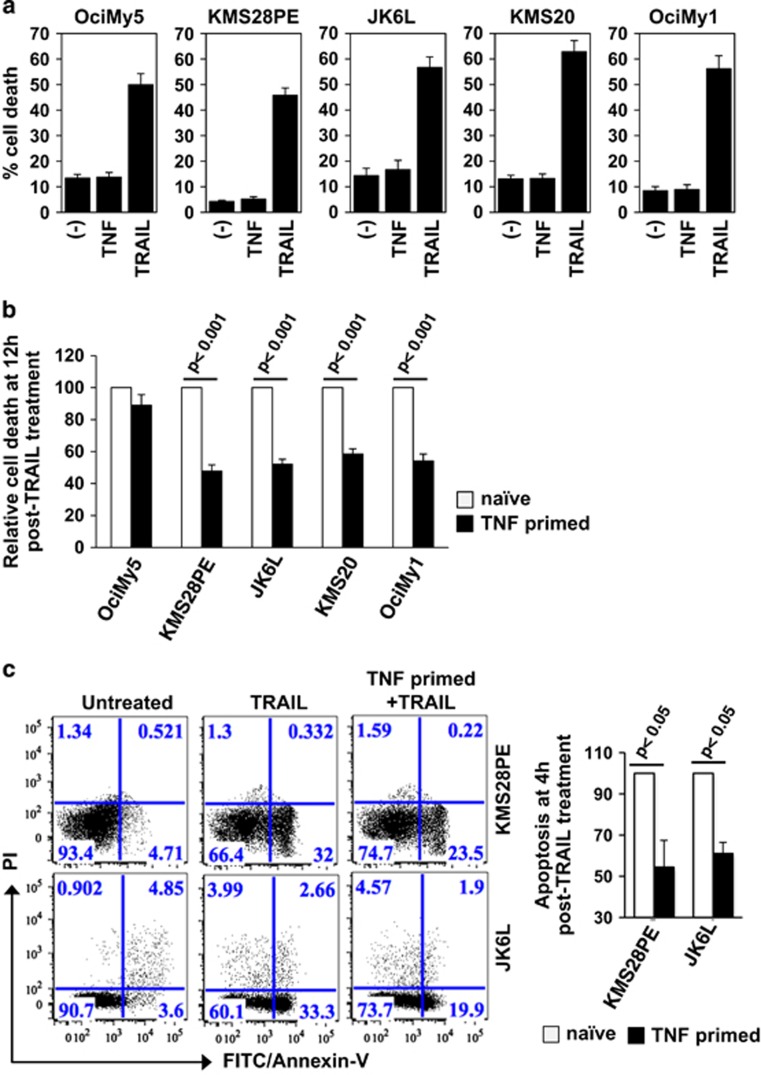
Non-canonical NFκB mutations exacerbate protracted TRAIL resistance in TNF-primed myeloma cells. (**a**) TNF- or TRAIL-mediated cell death was assessed at 12 h post-treatment in indicated human myeloma cell lines (HMCLs) using trypan blue dye exclusion assay. Basal cell death in the untreated cell has also been presented. The results reveal mean of five biological replicates±s.e.m. (**b**) Indicated HMCLs were primed with 10 ng/ml of TNF for 8 h and then treated with TRAIL. TRAIL-mediated cell death was assessed at 12 h post-TRAIL treatment and presented relative to the cell death induced in respective naïve cells treated with TRAIL alone subsequent to subtracting for basal cell death. The plot represents average from six independent biological replicates±s.e.m. (**c**) Naïve or TNF-primed KMS28PE and JK6L cells were treated with TRAIL for 4 h, stained and subjected to fluorescence-activated cell sorting. In a dot plot, population of cells undergoing apoptosis (Annexin-V^+^-PI^−^) was determined. Untreated cells were used as control. Right, a bar diagram revealing fraction of apoptotic cells in naïve and TNF-primed sets after TRAIL treatment. The data represent average of four independent biological replicates corrected for basal apoptosis in respective sets.

**Figure 2:**
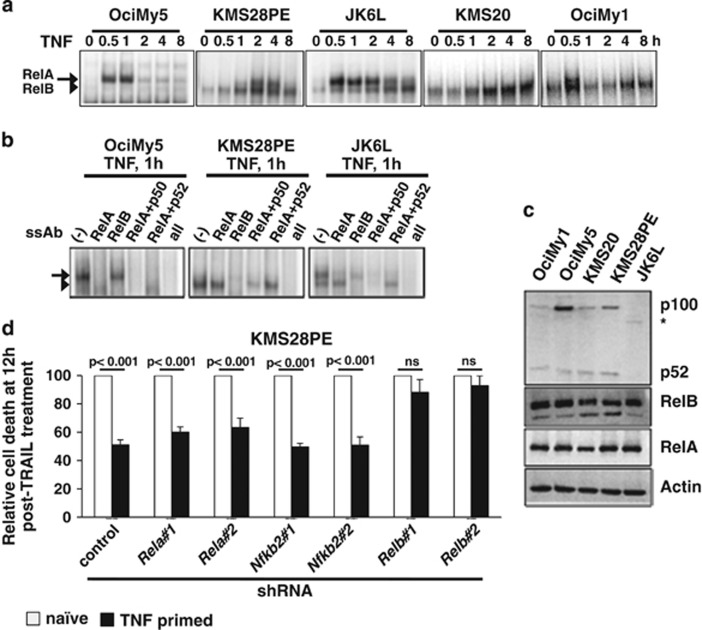
Non-canonical mutations provoke prolonged RelB:p50/NFκB response to TNF in generating TRAIL resistance in HMCLs. (**a**) Nuclear NF-κB activity induced in a TNF time course in OciMy5, KMS28PE, JK6L, KMS20 and OciMy1 was resolved in electrophoretic mobility shift assay (EMSA) using a κB site containing DNA probe. Arrow and arrowhead represent RelA and RelB containing NFκB DNA-binding dimers, respectively, as determined in (**b**). (**b**) Composition of TNF-induced nuclear NFκB DNA-binding activity was examined using supershift assay in OciMy5 as well as in KMS28PE and JK6L cells that represented HMCLs harboring non-canonical mutations. Ablation of respective DNA-binding complexes using specific antibodies indicated that the slower migrating complex on EMSA gel is composed of RelA and the faster migrating complex is composed of RelB. Combining αp50 or αp52 antibody with αRelA antibody, composition of the residual RelB NFκB DNA-binding activity was determined. (**c**) Immunoblot charting cellular levels of p52/p100, RelB and RelA in a panel of HMCLs. * indicates a truncated p100 protein expressed in JK6L. (**d**) Effect of shRNA-mediated knockdown of RelA, NFκB2 or RelB expression in KMS28PE on TNF priming was captured in trypan blue dye exclusion based cell-death assay. Two different shRNAs have been used for each gene. The results reflect average of five independent experiments±s.e.m.

**Figure 3:**
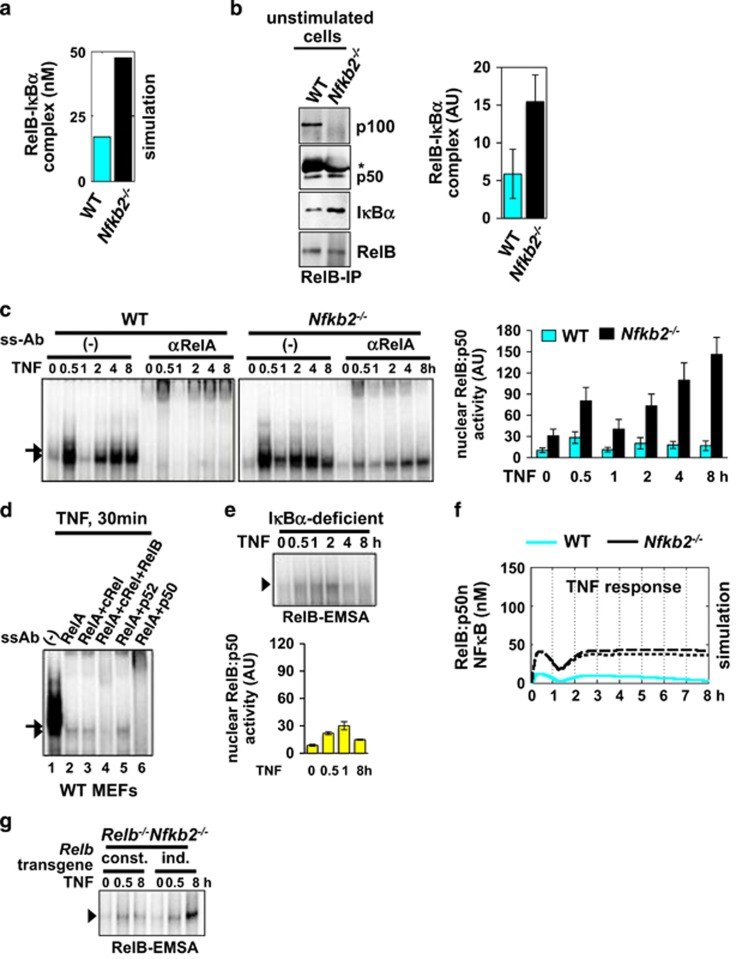
TNF induces prolonged NFκB activity composed of RelB:p50 dimer in the absence of p100. (**a**) Computational simulation predicting abundance of latent RelB complexes bound to IκBα in WT and in *Nfkb2*^−/−^ cell systems. (**b**) Immunoblot of RelB co-immunoprecipitates, normalized for RelB content, derived from WT or *Nfkb2*^−/−^ MEFs extracts. * denotes IgG heavy chain. Right, quantification of the intensity of the band corresponding to coimmunoprecipitated IκBα. The data represent three independent experiments. (**c**) Left, EMSA demonstrating nuclear NFκB activity in a time course upon 1 ng/ml of TNF stimulation of WT or *Nfkb2*^−/−^ MEFs. Supershifting RelA complexes in EMSA, TNF-induced RelB dimer was revealed. Right, signal corresponding to RelB/NFκB activity was quantified and expressed as mean of four biological replicates±s.e.m. (**d**) Composition of NFκB activity induced in WT MEFs upon 30 min of TNF stimulation was examined by supershift assay. Ablating RelA DNA-binding activity, residual RelB:DNA complex was revealed. Combining αp50 or αp52 antibody with αRelA antibody, composition of the RelB DNA-binding activity was determined. (**e**) Supershifting RelA, TNF-induced nuclear activation of RelB/NFκB dimer in IκBα-deficient MEFs was revealed in RelB-EMSA. Bottom, quantified RelB/NFκB signal was presented. (**f**) Computational simulation revealing TNF activation of the RelB:p50 dimer in WT (cyan) and *Nfkb2*^−/−^ (black) MEFs. Dotted and dashed black lines represent RelB:p50 induction in NFκB2-null system without or with RelA induced *Relb* synthesis control, respectively. (**g**) RelB-EMSA showing early (0.5 h) and late (8 h) RelB:p50 induction by TNF in *Relb*^−/−^*Nfkb2*^−/−^ MEFs stably expressing RelB from either a constitutive (const.) or an NF-κB inducible (ind.) promoter. The data represents two independent experiments.

**Figure 4:**
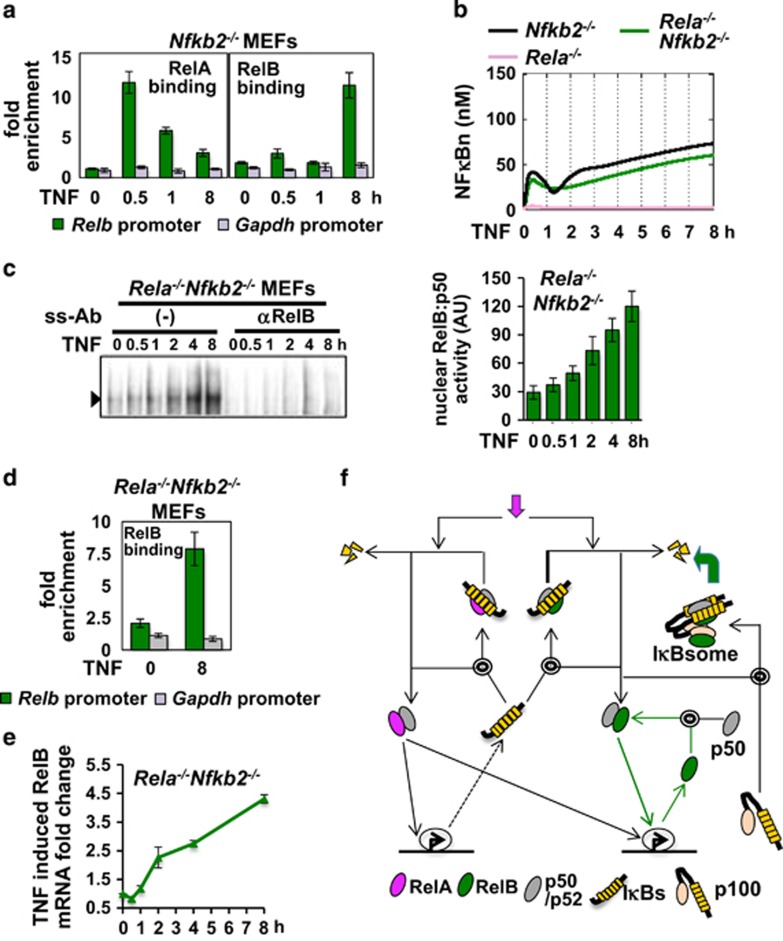
An autoregulatory pathway propagates TNF-induced RelB:p50 activity in p100-deficient cells. (**a**) ChIP analyses, representative of three independent biological replicates, revealing recruitment of RelA (left) and RelB (right) NFκB dimers to *Relb* promoter in a TNF time course in *Nfkb2*^−/−^ MEFs. Fold enrichment of *Relb* promoter DNA in RelA or RelB immunopellet relative to control IgG was determined using quantitative PCR. Binding to *Gapdh* promoter served as a negative control. (**b**) Computational simulation recapitulating progressive nuclear accumulation of the RelB:p50 dimer in response to TNF in *Nfkb2*^−/−^ MEFs upon implementing positive autoregulatory control in the mathematical model. Also, computational studies predicting intact late RelB:p50 response in *Rela*^−/−^*Nfkb2*^−/−^ MEFs. (**c**) Electrophoretic mobility shift assay (EMSA) revealing nuclear translocation of the RelB:p50 dimer in a TNF time course in *Rela*^−/−^*Nfkb2*^−/−^ MEFs. Right, RelB/NFκB signal was quantified and expressed as a mean of four biological replicates±s.e.m. (**d**) ChIP analyses demonstrating TNF-induced recruitment of RelB to *Relb* promoter at 8 h post-stimulation in *Rela*^−/−^*Nfkb2*^−/−^ cells. The data represent three independent experiments. (**e**) Quantitative reverse transcriptase–PCR revealing the relative level of RelB mRNA in a TNF time course in *Rela*^−/−^*Nfkb2*^−/−^ MEFs. The data represent three biological replicates. (**f**) A graphical depiction of the proposed signaling circuitry underlying inflammatory RelB control. RelB either assembles into IκBsome with preferred binding partner p100 or binds to IκBα as the RelB:p50 dimer. TNF signal targets IκB-inhibited complex to transiently activate RelB:p50. In addition to RelA-induced synthesis, a dominant autoregulatory loop, denoted with green line, prolongs RelB:p50 response to TNF in the absence of p100. Magenta and green block arrows signify targeting of IκBα and p100 by canonical and non-canonical signals, respectively.

**Figure 5:**
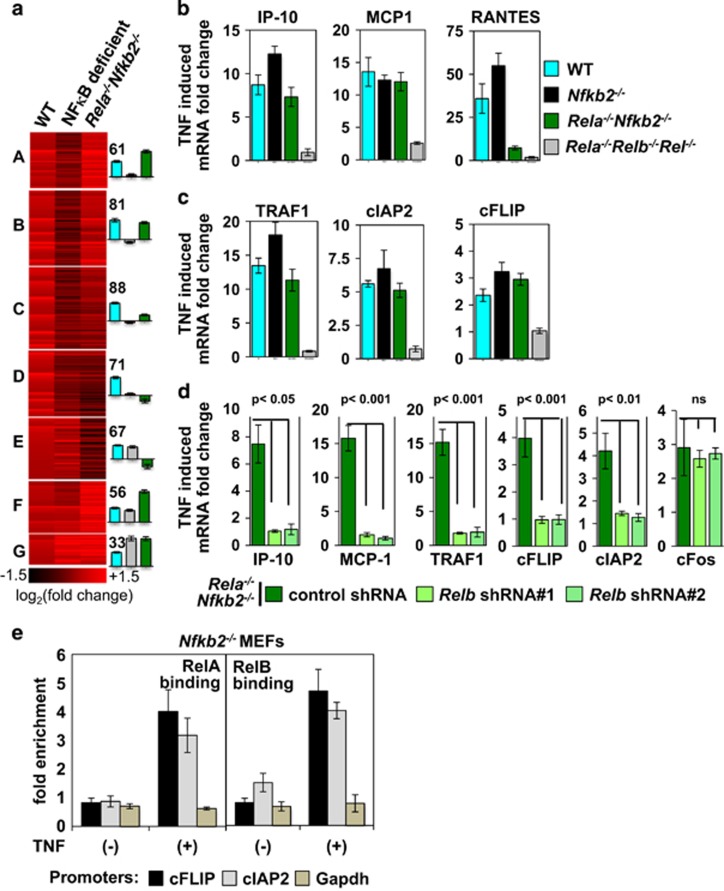
TNF-activated RelB:p50 dimer is sufficient for inducing NFκB target gene expressions. (**a**) Considering genes that are induced at least 1.3-fold at 6 h post-TNF treatment in replicate WT samples with a detection *P*-value <0.05 and signal-to-noise ratio, measured as a ratio of average fold change to standard deviation, ⩾2, we identified 457 genes. Differential expression of these genes between WT, NF-κB deficient (*Rela*^−/−^*Relb*^−/−^*Rel*^−/−^) and *Rela*^−/−^*Nfkb2*^−/−^ MEFs were analyzed by k-median clustering. For individual NF-κB-dependent clusters, median fold changes in gene expression were calculated for various genotypes. Heat map indicating log_2_ (fold induction) values for mRNAs in each cluster. Right, number of genes represented within a given cluster and their mean of fold induction values were compared for these genotypes. (**b** and **c**) Quantitative reverse transcriptase–PCR comparing TNF-induced expression of mRNAs encoding pro-inflammatory cytokines/chemokines IP-10, MCP-1 and RANTES (**b**), and pro-survival mediators TRAF1, cIAP2 and cFLIP (**c**) in WT, *Nfkb2*^−/−^, *Rela*^−/−^*Nfkb2*^−/−^ and *Rela*^−/−^*Relb*^−/−^*Rel*^−/−^ MEFs. mRNA levels were measured at 8 h post-stimulation; except for IP-10 and cFLIP, those were measured at 3 h. The data represent three biological replicates. (**d**) *Rela*^−/−^*Nfkb2*^−/−^ MEFs were transduced with lentivirus-expressing control shRNA or two independent shRNAs targeting RelB. Subsequently, these cells were examined for TNF-induced expression of pro-inflammatory or pro-survival genes at 8 h post-stimulation. cFOS, whose expression is induced by TNF in an NFκB independent manner, was used as a control. The result represents three biological replicates. (**e**) ChIP analyses, representative of three independent biological replicates, revealing recruitment of RelA (left) and RelB (right) NFκB dimers to cFLIP and cIAP2 promoter upon TNF treatment of *Nfkb2*^−/−^ MEFs. Binding to *Gapdh* promoter served as a negative control.

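The fold rule of the legend, applied to the normalized signals of the 4 WT arrays, takes in many genes with small changes. The median log2 ratio of the genes it picked was 0.74 in WT, 0.46 in *Rela*-/-*Nfkb2*-/- and 0.08 in *Rela*-/-*Relb*-/-*Rel*-/- cells, and 82 of them passed limma's test in WT. Its members with the largest ratios include Mmp10, Mmp3 and Ccl5. The rule turned to falls picked 506 lower genes, still with detection on both WT TNF arrays, so genes that fell to background were left out. When replicate 1 was set against replicate 2 across both WT groups, which holds no TNF effect, 185 genes were higher in replicate 2 and 182 higher in replicate 1. Same-numbered WT arrays deviated together (correlation 0.31), which can add to these 2 counts and drops out of the paired TNF ratios. They are thus not a matched baseline for the rule. On simulated arrays with no TNF effect, the rule picked 251 higher and 223 lower genes. Their spread was that pooled over all 6 groups. The SD of replicate differences was 0.27 and 0.30 in the WT groups and 0.46 to 0.67 in the mutant groups, so the simulated counts can be too high for WT. The rule gave 303 genes with median scaling and 300 with a minimum ratio of 1.5.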

**Figure 6:**
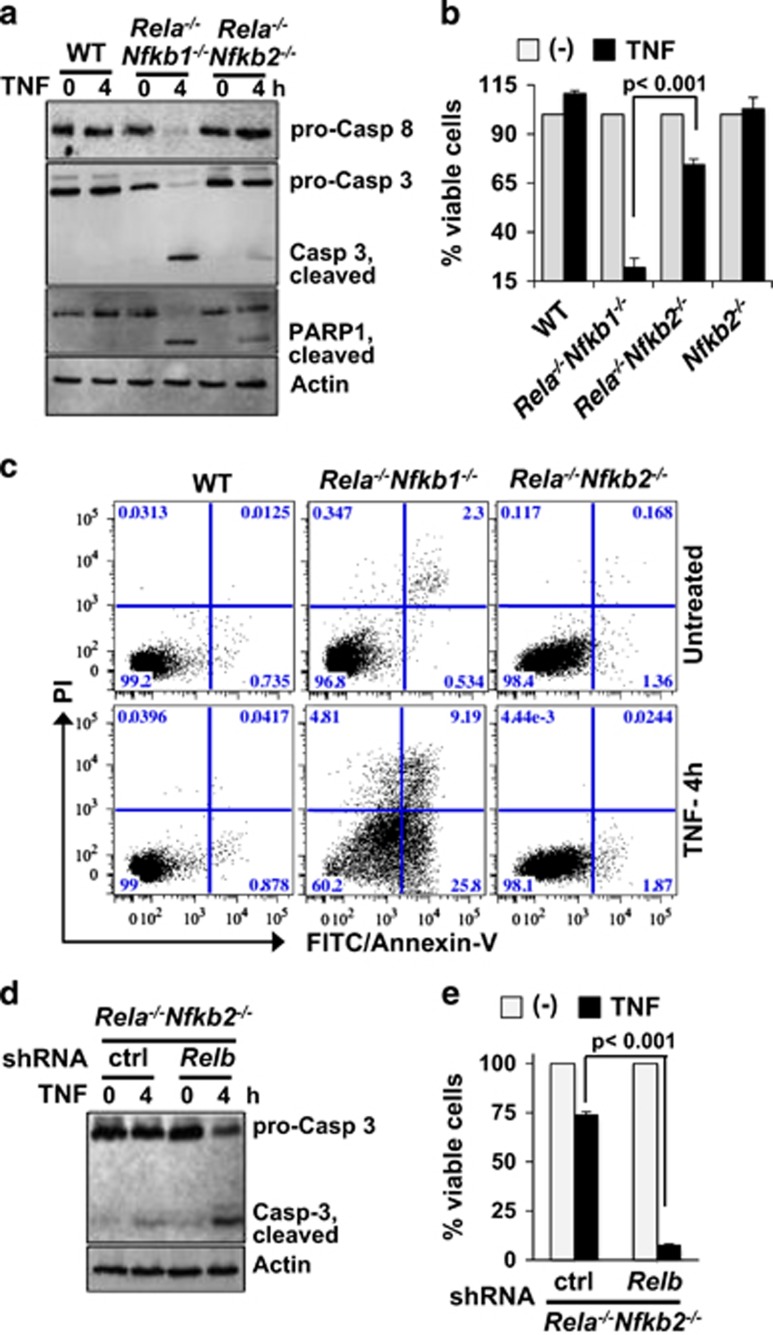
RelB:p50/NFκB dimer protects *Rela*^−/−^*Nfkb2*^−/−^ MEFs from apoptotic death. (**a**) Immunoblot, representative of two experiments, showing differential cleavage of pro-Caspase-8, pro-Caspases 3 and PARP1 in WT, *Rela*^−/−^*Nfkb1*^−/−^ or *Rela*^−/−^*Nfkb2*^−/−^ MEFs upon TNF treatment. Immunoblot of actin served as a loading control. (**b**) MEFs with indicated genotypes were treated with 1 ng/ml of TNF, viable cells were counted at 18 h post-TNF treatment using crystal violet staining and presented relative to untreated cells subsequent to correcting for basal apoptosis. The plot represents average of three independent biological replicates±s.e.m. (**c**) WT and knockout MEFs, left untreated or treated with TNF for 4 h, were examined in fluorescence-activated cell sorting. In a dot plot, representative of three independent experiments, population of cells undergoing apoptosis was scored. (**d** and **e**) Effects of the knockdown of RelB expression using shRNA#2 in *Rela*^−/−^*Nfkb2*^−/−^ MEFs on TNF induced cleavage of pro-Caspases (**d**) as well as cell viability (**e**) were assessed in immunoblot assay and crystal violet staining, respectively. The cell death data are an average of five experimental repeats.

**Figure 7:**
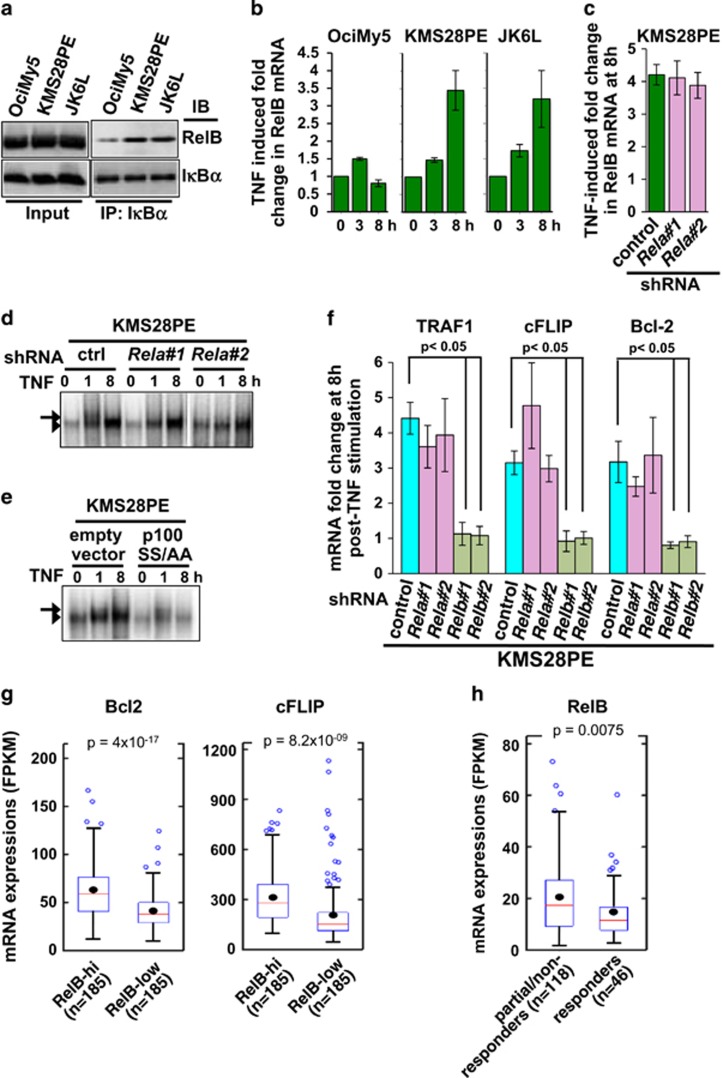
Autoregulatory RelB:p50/NFκB activation in multiple myeloma. (**a**) Immunoblot of IκBα co-immunoprecipitates derived from indicated HMCL extracts and normalized for IκBα content. (**b**) Quantitative reverse transcriptase–PCR revealing TNF induced early (3 h) and late (8 h) expression of RelB mRNA in OciMy5, KMS28PE and JK6L cell lines as an average of three independent biological replicates±s.e.m. (**c** and **d**) TNF-induced expression of RelB mRNA (**c**) and RelB/NF-κB DNA-binding activity (**d**) was measured in KMS28PE cells, which were subjected to shRNA-mediated depletion of RelA using two different shRNAs, as indicated. The data represent three independent biological replicates±s.e.m. (**e**) Electrophoretic mobility shift assay (EMSA) revealing TNF-induced NFκB activation in KMS28PE cells transduced with retrovirus overexpressing a mutant version of p100 (p100_S866A, S870A_), which is unresponsive to non-canonical signals. Cells transduced with empty retrovirus served as a control. (**f**) TNF induced expression of pro-survival genes at 8 h post-stimulation in KMS28PE cells transduced with lentiviral particles expressing control shRNA or shRNAs targeting RelA or RelB. The data represent average of three experiments±s.e.m. (**g**) Levels of Bcl2 and cFLIP mRNA in myeloma patients with high or low RelB mRNA expressions. The RNA-seq data for 371 patients were obtained from the Multiple Myeloma Research Foundation database (themmrf.org). The median RelB expression value was used as a cutoff for cataloguing patients into RelB-high or RelB-low groups. Statistical significance between RelB-hi and RelB-low groups was established using Welch's *t*-test. FPKM indicates fragments per kilobase of exon per million fragments. Filled circle and red line represent mean and median values, respectively. (**h**) Levels of RelB mRNA in myeloma patients grouped into responders, those show complete or stringent complete response to first-line therapy, and partial/non-responder, those exhibit progressive or stable disease or only partial response. The response category of patients, determined using criteria developed by International Myeloma Working Group, and corresponding mRNA data were obtained from themmrf.org database. Gene-expression data represent the mRNA status at the day of diagnosis. Statistical significance was established using Welch's *t*-test.

**Figure 8:**
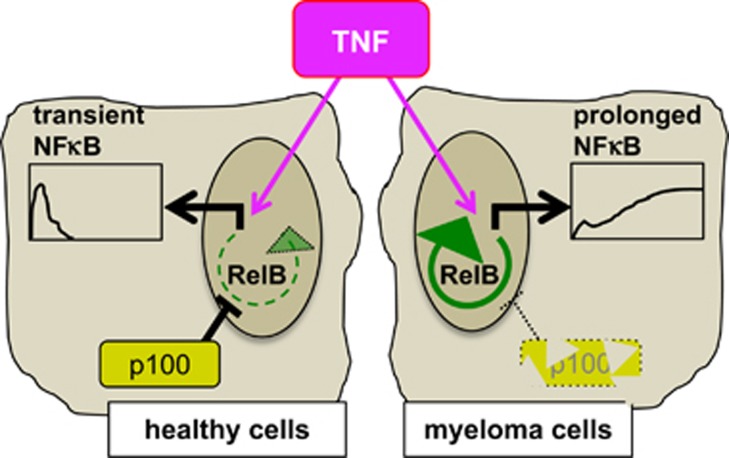
A schematic describing altered dynamic control of NFκB in diseased cells. A model depicting the proposed autoregulatory loop underlying protracted NFκB response to TNF in myeloma. Left, pro-inflammatory cytokines transiently induce NFκB activity, which is composed of RelA:p50 dimer, in healthy cells. Right, genetic aberrations in myeloma deplete p100 to provoke the autoregulatory circuitry in generating protracted RelB:p50/NF-κB response to canonical TNF signals.

# Supplementary material for: Non-canonical NFκB mutations reinforce pro-survival TNF response in multiple myeloma through an autoregulatory RelB:p50 NFκB pathway
**Source:** Oncogene. 2016 Sep 19;36(10):1417–29. doi: 10.1038/onc.2016.309
**Supplement:** Supplementary Information

Non-canonical NFκB mutations reinforce pro-survival TNF response in multiple myeloma through an autoregulatory RelB:p50 NFκB pathway

Payel Roy¹, Tapas Mukherjee¹, Budhaditya Chatterjee^{1,2}, Bharath Vijayaragavan¹,
Balaji Banoth¹, Soumen Basak^{1,3}

National Institute of Immunology

Aruna Asaf Ali Marg

New Delhi-110067

India

Hauz Khas, New Delhi, India

Supplementary Figures and Table

- I.** Figure legends for Supplementary Figures S1-S7 related to Figures in the main text.
- II.** Supplementary Table S1 related to gene expression studies described in Figure 5.
- III.** Supplementary Figure S1-S7

I. Figure legends for Supplementary Figures S1-7

Figure S1: TRAIL induced cell-death in TNF-primed HMCLs

- a. A time-course analyses demonstrating TRAIL induced cell-death in OciMy5, KMS28PE, JK6L, KMS20 and OciMy1 HMCLs. Cell-death was assessed in trypan blue dye exclusion assay. Basal cell-death in untreated cells has also been presented. The results represent average of five biological replicates $\pm$ SEM.
- b. KMS28PE and JK6L cells, untreated or TNF stimulated for 8h were stained using FITC tagged Annexin-V antibody and PI and subjected to FACS. Dot plot representing, three independent experiments, captures a lack of apoptotic death upon solitary TNF treatment.

Figure S2: Investigating perturbed NF κ B system HMCLs

- a. EMSA revealing nuclear NF κ B activity induced upon treatment of JK6L cell-line with PMA/Ionomycin. Arrow and arrowhead represent RelA and RelB containing DNA binding activities.
- b. Quantitative RT-PCR comparing basal NF κ B2 mRNA levels in OciMy1, OciMy5, KMS20, KMS28PE and JK6L HMCLs. Data represents three biological replicates.
- c. and e. Immunoblot revealing RelA (c) or RelB (e) levels in whole cell extracts derived from KMS28PE subjected to lentivirus mediated knockdown of RelA or RelB expressions, using shRNAs *Rela*#1 (Cat No. TRCN0000353629 from Sigma Aldrich) and *Rela*#2 (Cat No. TRCN000029875) or shRNAs *Relb*#1 (Cat No. TRCN0000280360) and *Relb*#2 (Cat No. TRCN0000280361), respectively. Control shRNA was also from Sigma Aldrich (Cat No. SHC202V).

- d. Quantitative RT-PCR comparing NF κ B2 mRNA levels in KMS28PE cells transduced with lentivirus expressing a control shRNA or shRNAs targeted against NF κ B2 (*Nfkb2*#1, Cat No. TRCN0000356047 and *Nfkb2*#2 Cat No. TRCN0000356005). Results represent average of three biological replicates $\pm$ SEM. Given low level of expression of p52/p100 in these myeloma cells, mRNA analyses were conducted to evaluate efficiency of knockdown.

Figure S3: I κ B α and RelA dependent regulation of RelB NF κ B activity

- a. Immunoblot of RelB co-immunoprecipitates derived from whole cell extracts demonstrating RelB binding to I κ B α and I κ B ϵ , but not I κ B β , in *Nfkb2*^{-/-} MEFs.
- b. Composition of NF κ B DNA binding activity induced in *Nfkb2*^{-/-} MEFs upon 30min of TNF stimulation was examined by supershift assay. Combining antibodies against indicated RelB subunits with α RelA antibody, we identified nuclear activation of RelB:p50 containing NF κ B DNA binding complex.
- c. Quantitative RT-PCR comparing TNF induced expression of RelB mRNA at 3h post-stimulation in WT and *Rela*^{-/-}*Nfkb1*^{-/-} MEFs. Results represent average of four biological replicates $\pm$ SEM.
- d. TNF induction of RelB mRNA stably expressed from either a constitutive or an NF κ B inducible promoter from retroviral transgenes in *Relb*^{-/-}*Nfkb2*^{-/-} MEFs at 3h post-stimulation. The results in (c) and (d) represent average of three experiments $\pm$ SEM.
- e. A Co-immunoprecipitates derived from TNF stimulated WT extracts using an antibody raised against the C-terminal region of p100 was immunoblotted for RelB.

Figure S4: An autoregulatory loop underlying RelA independent RelB:p50 activation

- a. Aligning *Relb* promoter DNA sequences derived from human and mouse genomes, two conserved κ B sites were identified, as described earlier by Bren *et. al.*, 2001. ‘*’ denote the transcription start sites; proximal as well as distal κ B motifs were enclosed in boxes.
- b. Oligo competition assay comparing endogenous RelA:p50 and RelB:p50 dimers, simultaneously activated upon 4h of TNF treatment in *Nfkb2*^{-/-} MEFs, for their ability to bind to κ B sites derived from *Relb* promoter. Challenging with indicated unlabeled oligos, those harbor sequences encompassing either proximal or distal κ B sites present in *Relb* promoter, similarly affected both the dimers for their ability to bind to radiolabelled consensus κ B DNA probe in EMSA. The data represents three independent experiments.
- c. Specificity of oligo competition assay was ensured using competitor oligos containing a consensus κ B site or its mutant variant.
- d. Experimental data corresponding to ChIP analyses presented in [Figure 4a](#) has been plotted relative to input signals. The data, representative of three biological repeats, demonstrates recruitment of RelA (left) and RelB (right) NF κ B dimers to *Relb* promoter in a TNF time course in *Nfkb2*^{-/-} MEFs.
- e. Experimental data corresponding to ChIP analyses presented in [Figure 4d](#) has been plotted relative to input signals. The data, representative of three independent experiments, demonstrates recruitment of RelB dimers to *Relb* promoter at 8h post-TNF stimulation in *Rela*^{-/-}*Nfkb2*^{-/-} MEFs.

Figure S5: shRNA mediated knockdown of RelB expression

- a. Immunoblot for RelB of lysate prepared from *Rela*^{-/-}*Nfkb2*^{-/-} MEFs transduced with lentivirus expressing a control shRNA (#RHS4346 from GE-Dharmacon) or shRNAs targeting RelB (RMM#4431-101264262 and RMM#4431-200408572 from GE-

Dharmacon). Five fold concentrated cell extracts were used for critically evaluating the efficiency of knockdown.

- b.** Quantitative RT-PCR demonstrating that TNF induces expression of cFOS in an NFκB independent manner. Expression of cFOS mRNA was similarly induced by TNF in WT, *Rela*^{-/-}*Relb*^{-/-}*Rel*^{-/-} (NFκB-deficient) and *Rela*^{-/-}*Nfkb2*^{-/-} MEFs. The results represent an average of four experiments ± SEM.

Figure S6: Functional redundancy between RelA and RelB NFκB dimers

- a.** EMSA revealing a lack of TNF induced NFκB activity in *Rela*^{-/-}*Nfkb1*^{-/-} MEFs.
- b.** MEFs of the indicated genotypes were left untreated or treated with TNF for 4h and subsequently stained using FITC-Annexin-V antibody and PI. Apoptotic (Annexin-V⁺ and Annexin-V⁺/PI⁺) cell death was quantified using FACS. Results reflect mean of three biological replicates ± SEM.

Figure S7: Reintroduction of a signal-unresponsive mutant of p100 into KMS28PE cells

Immunoblot revealing level of p100 in KMS28PE cells transduced with retrovirus expressing a mutant of p100 (p100_{S866A, S870A}), which is unresponsive to non-canonical NIK signals. Cells transduced with empty retrovirus served as a control.

II. 

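Supplementary Table S1 lists TNF-induced genes by cluster, as the study chose them on these same arrays, so their direction in WT is not independent evidence. Of the names listed there, 394 were matched to a tested gene by symbol. The cluster letters below are those of the table, whose clusters A, C, D and E differ in size from the clusters so lettered in Fig. 5a. The 72 measured genes of cluster B, with Mmp3 and Nfkbia, had median log2 ratios of 0.58 in WT, 0.57 in *Rela*-/-*Nfkb2*-/- and -0.07 in *Rela*-/-*Relb*-/-*Rel*-/- cells. Mmp3 itself was at 5.09, 1.70 and 0.08 in that order, so its response was smaller in *Rela*-/-*Nfkb2*-/- cells than in WT, and Nfkbia was at 1.81, 2.14 and -0.57. Cluster A (73 genes), with Ikbke, which encodes an IκB kinase-related kinase, had medians of 0.53, 0.22 and -0.03, in the same order, and its *Rela*-/-*Nfkb2*-/- median was -0.14 with median scaling. Cluster C (61 genes), with Tlr2 and the phosphodiesterase gene Enpp4, had medians of 0.54, -0.16 and 0.02. Cluster D (59 genes), with Flrt3, which encodes a cell adhesion protein, and the pro-apoptotic gene Bid, had medians of 0.47, -0.11 and 0.36. Cluster E (50 genes), with Gch1, which encodes GTP cyclohydrolase, had medians of 0.48, 0.81 and 0.05. Cluster F (50 genes), with Ccl2, had medians of 0.48, 0.95 and 0.41, and cluster G (30 genes), with Noct, 0.49, 0.95 and 0.82. By limma, 111 of the 394 genes rose and 18 fell in *Rela*-/-*Nfkb2*-/- cells, 15 rose in *Rela*-/-*Relb*-/-*Rel*-/- cells, and 18 rose in WT. Per gene, 248 (62.9%) had less than 0.5 of their WT log2 ratio in *Rela*-/-*Relb*-/-*Rel*-/- cells, a share for which no baseline was computed.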

Supplementary Table S1 related to gene expression studies described in Figure 5.

Table S1: TNF induced genes grouped into different clusters based on their differential expressions in WT, NFκB-deficient (*Rela*^{-/-}*Relb*^{-/-}*cRel*^{-/-}) and *Rela*^{-/-}*Nfkb2*^{-/-} cells

Cluster A	Cluster B	Cluster C	Cluster D	Cluster E	Cluster F	Cluster G
Dcn	Prrx1	Man2a2	Flrt3	Atg2a	Daam1	Rrp1b
Gadd45b	Hsd17b14	Ralb	Cish	Ptk9	Cd93	Slco3a1
Slc25a37	Igf2bp1	Rufy3	9130422G<br>05Rik	H2-Q7	Letm1w	Mdn1
Ddx58	1500003O03<br>Rik	Cd274	Pigc	Slc25a30	Dusp22	Cyr61
Cdkn2b	Ninj1	LOC1000<br>46406	Garnl4	Ptpn12	Polm	Tbc1d1
Hnrpd1	Maea	Parp3	Ing5	Gigyf1	Fjx1	Lrrc8a
1110018G<br>07Rik	Olfr802	Hoxb3	Pcnx	Dnajb6	Ass1	Ccrn4l
Atp7a	Tmed8	Slit2	Cebpb	Abcb1b	Snx11	Oaf
Tjp2	Ext1	LOC1000<br>45950	Chd8	Srebf2	Gclm	LOC6696<br>60
Mgat4b	Eif4ebp2	Cdkn2a	Dusp8	Hist1h1b	Coq10b	Plk3
Rsf1	Slc35b1	Cln3	Bid	Sqstm1	Klf5	Plaur
Birc2	Rab6b	9030612M	1200002N	Phf21a	2610103J23	Dusp7

		13Rik	14Rik		Rik	
Pnpla2	Arid3a	Kifc3	Gdpd1	Ankrd13c	Psmd8	Nup54
Rab12	LOC100044177	Papss2	A330021E22Rik	Mdh2	Mib1	Ercc8
LOC100046393	Qrich1	Stard3	Prss23	Pscd3	Cdc25a	Cx3cl1
Dclre1c	Phf19	Snx13	Gpld1	Olf965	Rapgef3	Sgtb
Gats	Rab32	Gkap1	Cnot4	Cables2	Camkk2	Senp5
Nfkb1	Taf15	Antxr1	Foxp1	Ssx2ip	Rbm38	Fkhl18
Fam134b	Itgav	Ppfibp1	Synm	Itgb1	Orai1	LOC100045780
R3hdm1	Ccdc109a	Psmd10	Arhgef3	Mt2	Bcl10	Denr
Dlgap4	Lpin2	Slc38a2	Adam17	Ehd1	Chuk	Aoc2
Hpx	Cldn7	Prked	Rnmt	Slc16a9	Tbl3	Slc25a33
Mtss1	Pard3	Mars	Ier3	2810439F02Rik	Fubp1	Bop1
Golga7	Rapgef6	Rab1	Napb	Nfkbib	Dync1li1	2310061F22Rik
4930570C03Rik	Gabra3	Enpp4	Ppap2b	Atp2b1	Smox	Lass6
P4ha2	Apoc2	Psmb10	Apob48r	Eif2c2	Cdc34	Kpna1
Dnajc7	Foxp4	Pank3	Hp	Sdc4	Tmem199	Pdcd11
Ddb1	Ccnd2	1190003J1	Dennd3	Cd34	Ccl2	Rasa2

		5Rik				
Nadk	Epb4.115	Stat5a	Gna13	Dusp16	Adora2b	Inhba
Fktn	Rnpc2	Rffl	Herc2	LOC10004<br>8726	Hipk2	Mllt11
Lmtk2	Gfod1	Cd82	Sp6	LOC10004<br>8020	Dot11	Micall2
Clip1	Col5a3	Btbd3	Afap1	Gch1	Gpn2	Mthfd2
BC031575	9030625A04<br>Rik	Cxcl1	Rnd3	Axud1	2510010F15<br>Rik	Prei3
Sod2	Mapkapk2	Jmy	Cd14	LOC67714<br>4	A030007L17<br>Rik	
Tapbp	Tank	Rela	Slc29a1	Dock4	2610028A01<br>Rik	
Mafg	Grit	1110008P<br>14Rik	Fam20b	EG433923	Tbrg4	
Igsf3	Dbn1	0610007P<br>08Rik	Sec22c	Nomo1	Stk4	
Tb11x	Cacna2d1	EG665378	Fndc3b	Lpcat4	Rbm13	
Stard4	Sec23ip	Gtpbp5	Egr1	Cfl2	Msn	
Bst2	Fstl1	Nek8	Sh3pxd2b	Styx	Rab6	
BC038156	Pmpca	Rnf114	Rpia	Rasa1	Commd2	
Nfe2l1	Ifit3	Il6st	Arrb2	BC004044	Psmc1	
Lphn1	Heca	Plekhg2	Tbc1d20	Myef2	Ddx21	

Pcmtd1	App	Fam178a	Slc27a3	Nid1	Stk40	
Mllt1	Rrbp1	Nfatc3	Irf5	Rtn4ip1	Mak16	
Mcc	Adamts7	4930519N<br>13Rik	Kif5c	Rap1b	Ppp2r5b	
Stat2	Gsdmde1	LOC6393<br>96	D16Ert47<br>2e	Tmem23	Snora65	
Bcl2l2	Map4k2	Atxn1	Arhgef4	LOC10004<br>7762	Ppp2r1b	
Nod1	Map3k3	Bbx	Stk38l	Syng2	Mtdh	
BC021381	Ptges2	Agm	Entpd7	Edg5	Rrp12	
LOC2164<br>43	Hmgn3	Syt11	Lrp6	Cdc42ep3	Ddx19b	
Lsm14b	Pltp	Mapre2	Hus1	St3gal1	Cdc37	
Setd2	Ogt	Fst	Sirt7	LOC10004<br>4468	Polr3g	
Chka	Msi2	Nfkb2	Rcor1	Hnrph1	Purb	
Cast	Psme1	Ifi35	Sema4a	Phldb1	Mrpl38	
Ankrd25	Mmp3	Casp7	Il1rap	Stam	Slc25a25	
Gpc1	Rnu6	Pip5k1a	Samd4b	LOC62182<br>3		
C3	Elf2	Akna	Lnpep	Snrp70		
Map3k7ip<br>2	Eif2c3	Ank2	Cfp	Baz1a		

Egr3	Tm9sf4	Nup93	Il13ra1	Mapk11		
Srp54	Nfkbia	Bcl2l13	Secisbp2			
Ifngr1	Dcbld2	Asf1a	Pigl			
Gnptab	Gdpd5	Ln timer	Numb			
Lrp11	Sc4mol	Tlr2	Nr6a1			
BC037034	Slc11a2	Rspo3	Rpn1			
Gphn	Glrx	Csnk1g1	Slc9a3r1			
Polr3a	LOC100047963	Lonrf1				
Map2k2	Ppp1r16a	BC006779				
Iigp2	LOC100039728	Gadd45a				
Ccl7	Furin	Alas1				
Arid5b	Arhgap22	N4bp2				
Sema4b	Ap3m1					
Nab1	Olfir952					
Lhfpl2	LOC100047856					
5133401N09Rik	Tfrc					
Tkt	Myo10					
Stat3	Csfl					

Aars	Plscr1					
Rhbdl2	Gsk3b					
BC017647	Lime1					
Htt	Mvp					
B230380D<br>07Rik						
Mobkl2c						
Rif1						
Irf1						
1200016D<br>23Rik						
Ikbke						
Ets2						

III. Supplementary Figures

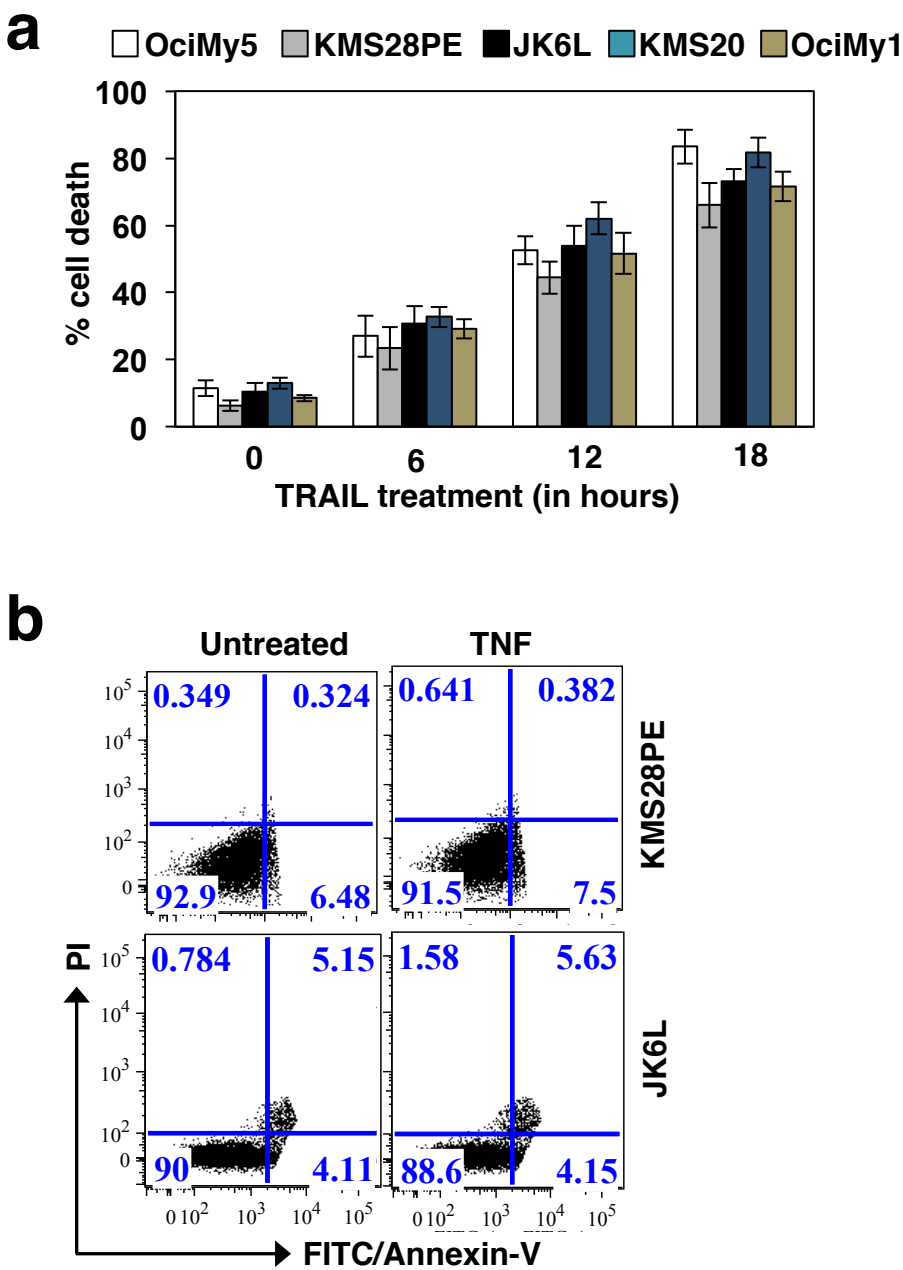

Figure S1

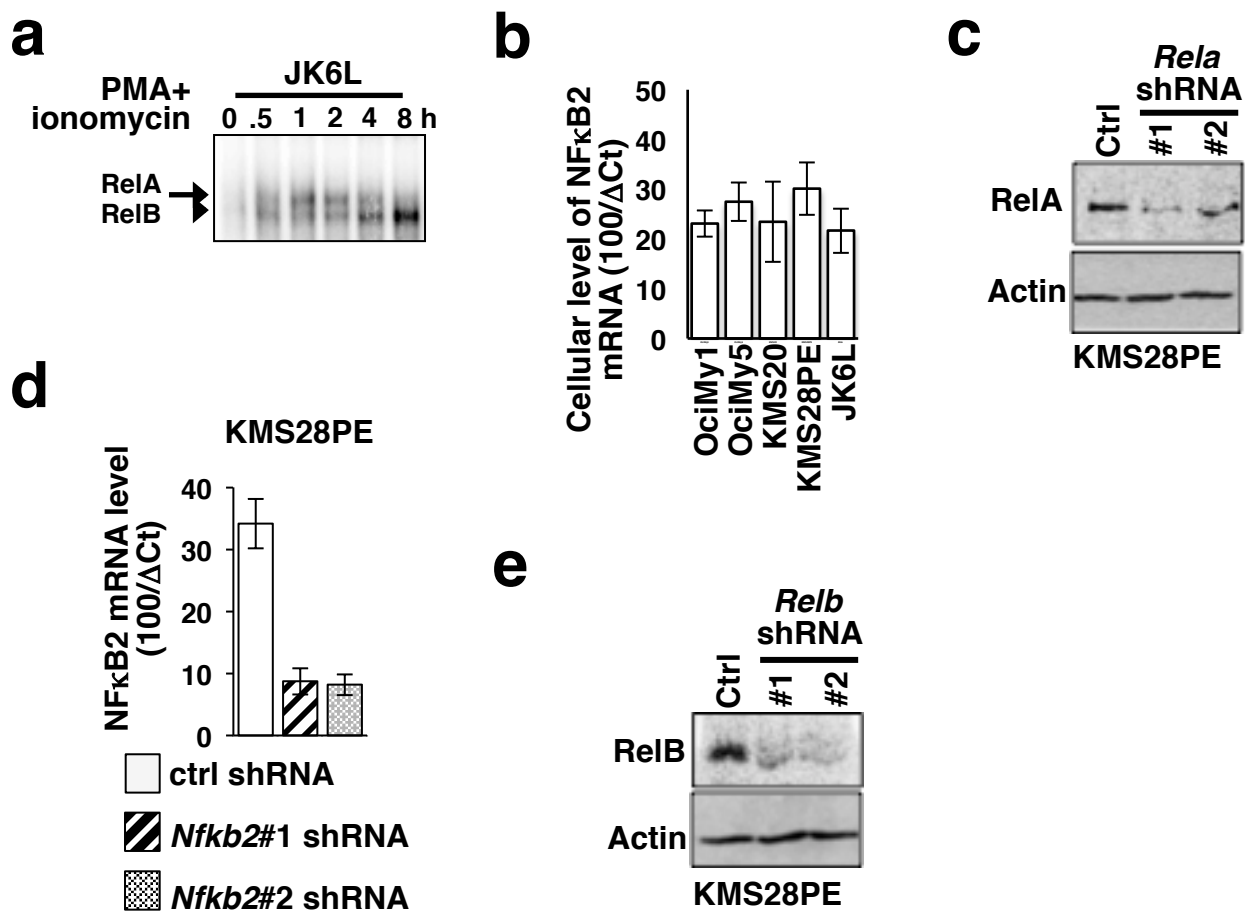

Figure S2

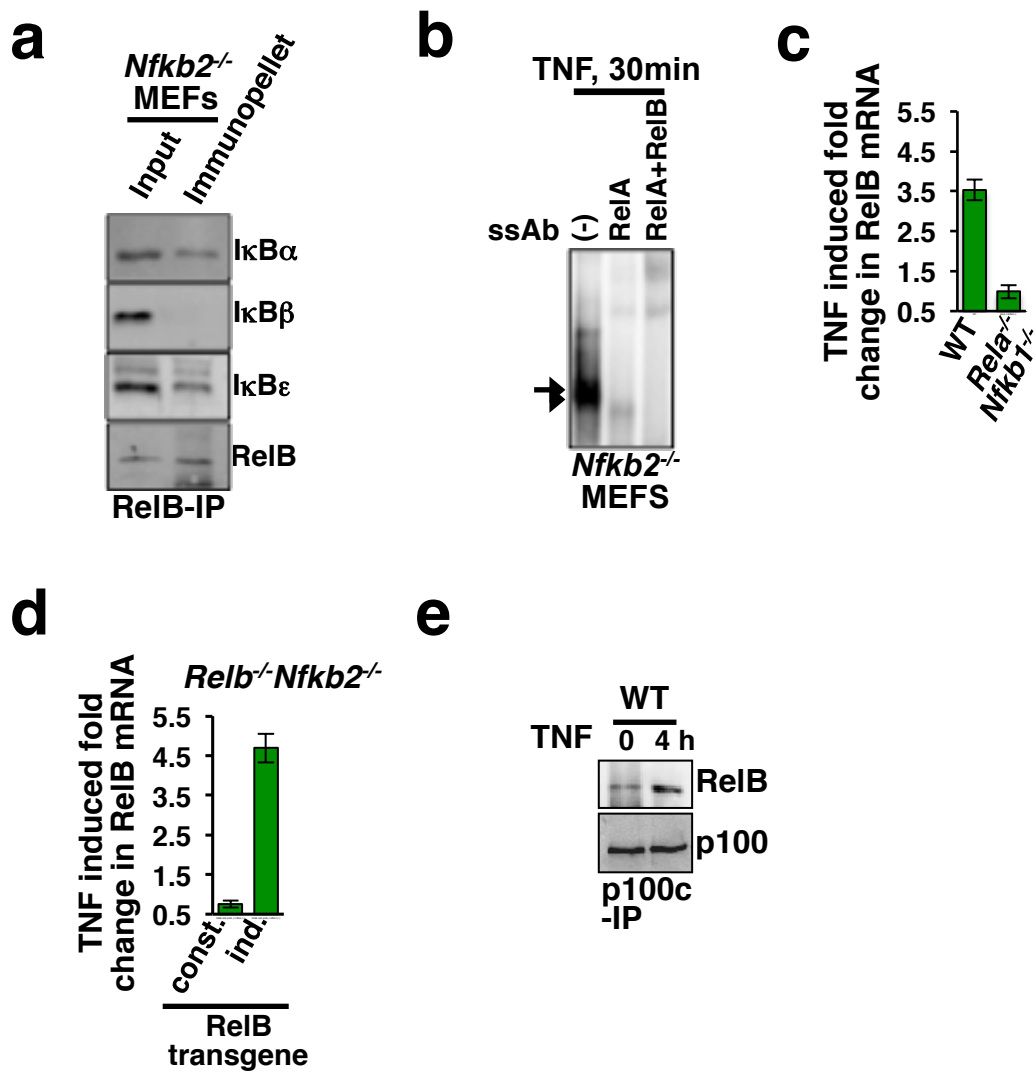

Figure S3

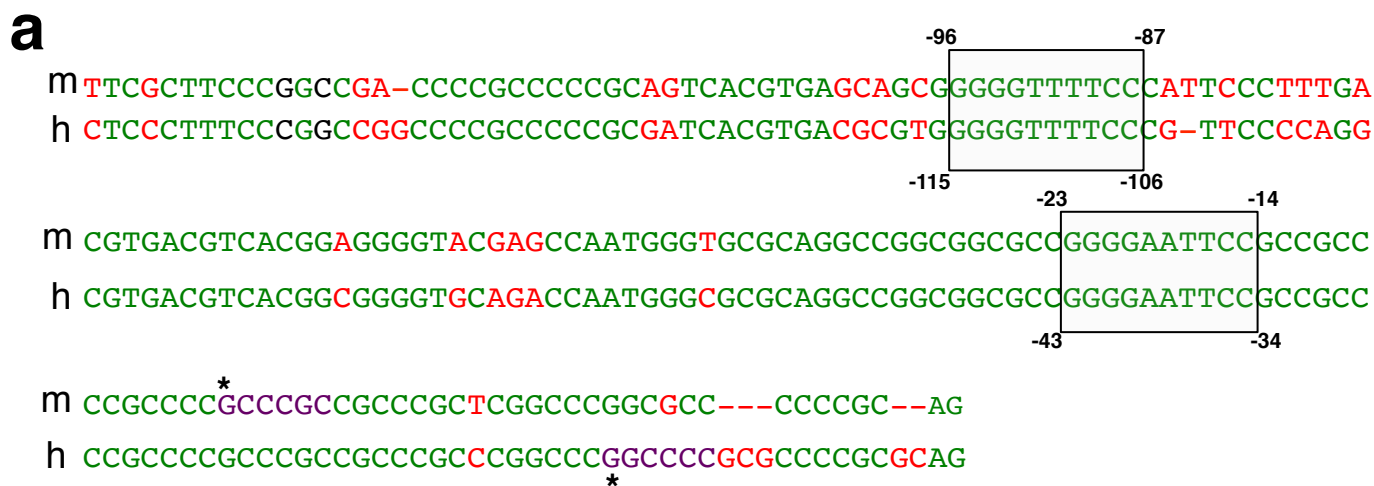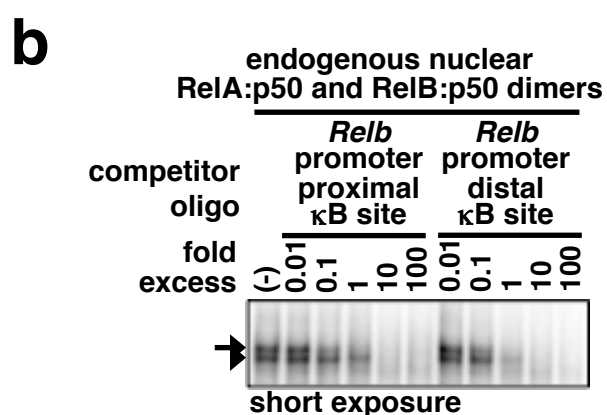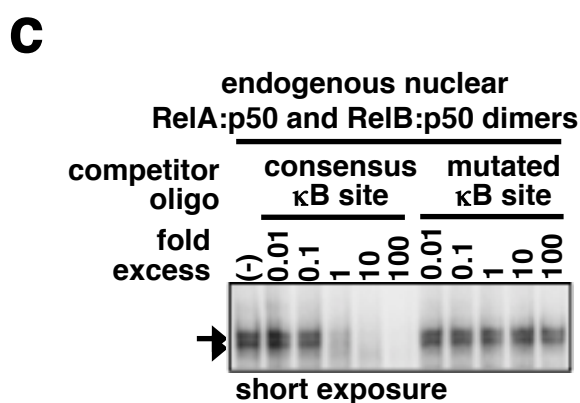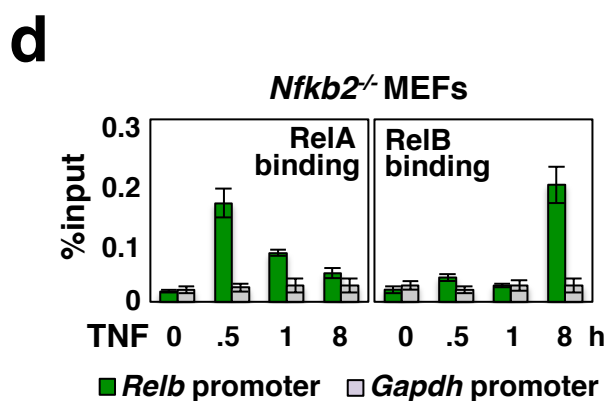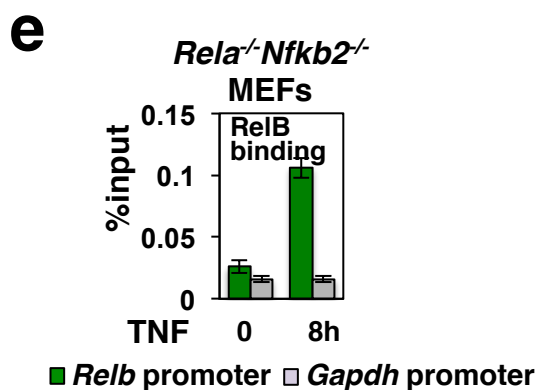

Figure S4

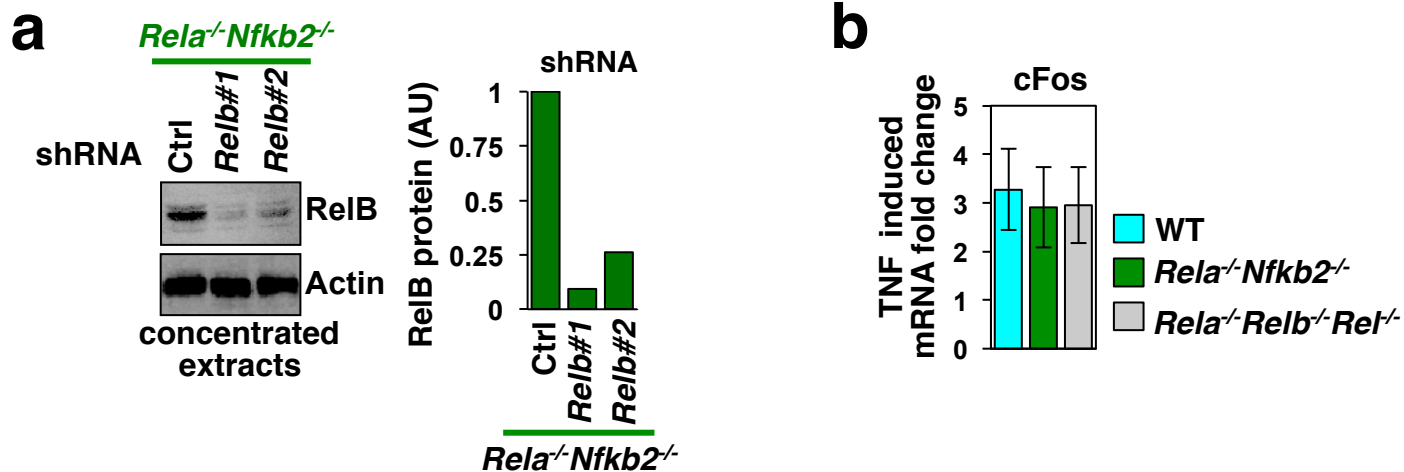

Figure S5

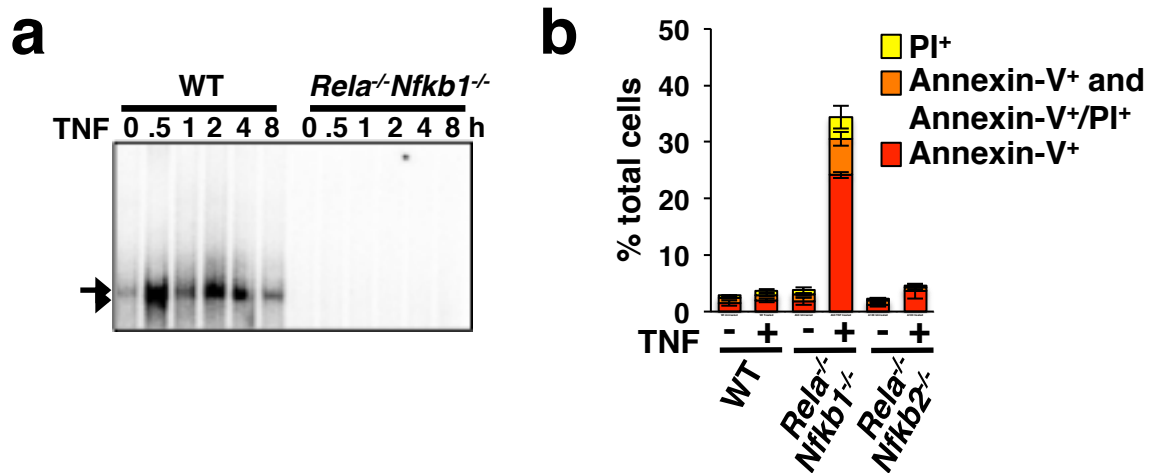

Figure S6

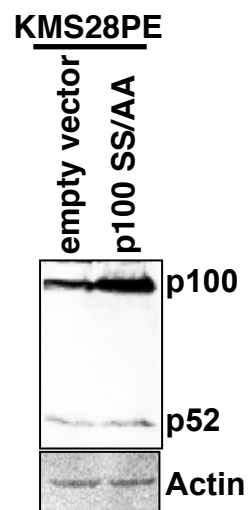

Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

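Gene expression was measured in MEFs of 3 genotypes, WT, *Rela*-/-*Nfkb2*-/- and *Rela*-/-*Relb*-/-*Rel*-/-, untreated or treated with 10 ng/ml of TNF for 6 h, on 12 Illumina MouseRef-8 v2.0 arrays with 2 arrays in each of 6 groups. All arrays were mapped to genotype, treatment and replicate number from their labels and the Figure 5 legend.

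The authors deposited, for each probe and array, a signal (the intensity averaged over the beads of a probe, not normalized) and a detection p-value, both exported from GenomeStudio, whose version is not given in the sources used here. The authors also deposited an intensity per probe that was background-subtracted and quantile-normalized, with a median of about 31.2 per array, values below 0 and the same ranks as the signal on each array. According to the methods, hybridisation, data processing and quantile normalization were done by a service company. The raw signals were used for the results, and the authors' normalized values as an alternative.

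The signals were processed in R 4.3.3 with limma 3.58.1. The function neqc corrected the background with a normal-exponential model whose parameters come from the detection p-values, added an offset of 16, normalized between arrays by quantiles and took log2. Quantile normalization gives every array the same distribution, so a change that shifts most genes one way would be removed, and the offset pulls the ratios of dim probes toward 0. The annotation of 25697 probes gave 1 gene symbol for 23978, none for 1719 and several for 0, and 23962 were matched by Entrez identifier to the gene table of assembly GRCm38.p6, which changed 0 symbols. Probes were kept if their detection p-value was under 0.05 on both arrays of at least 1 group (13387 probes), and for 2443 genes with several kept probes the brightest over all arrays was used, leaving 10031 features. Between 11637 and 12599 probes were above background on an array. The number of arrays limits the precision, and probes near background allow only lower bounds.

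A linear model with 1 mean per group was fitted to all 12 arrays (lmFit and eBayes, 6 residual and 2.92 prior degrees of freedom). The comparisons were the TNF response of each genotype, the 3 differences between these responses, and the untreated mutant lines against untreated WT, with Benjamini-Hochberg adjustment within each comparison and an adjusted p under 0.05 as threshold. Gene lists (24, of which 20 had at least 5 tested members) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. A lower bound compares the mean of the brighter group with, for each array of the dimmer group, the higher of the probe's own signal and the lowest signal of any probe above background there. The fold rule of the Figure 5a legend, the k-median clusters (7 clusters, 100 random starts) and the genes of Supplementary Table S1 were computed on the same normalized values and carry no test. A gene or cluster was counted as low in *Rela*-/-*Relb*-/-*Rel*-/- cells if its log2 ratio there was under 0.5 of that in WT, and as kept in *Rela*-/-*Nfkb2*-/- cells if it was at least 0.5 of it.

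Before the data were examined, the design, the gene lists, the alternatives and the rule for naming genes were fixed. The rule took every gene that the study names and that has a probe, the 10 largest changes that passed in each TNF response with the same sign in both numbered pairs, the 5 largest differences each way, up to 4 members of each list described, the 3 genes of each Table S1 cluster with the largest WT ratio, and the 5 largest untreated differences each way. The genes named for the k-median clusters were chosen, after the values were seen, from the 5 named genes with the largest WT ratio in each. Among the genes that the study names, Nfkb1, Traf3, Chuk and Mapk3 were not analysed here, Rel, Birc3, Cflar and Irf4 did not pass the filter, and another is not reported here.

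The replicate numbers were checked for pairing. Deviations from the group mean correlated between the untreated and the TNF arrays of the same number by 0.31 in WT, 0.67 in *Rela*-/-*Nfkb2*-/- and 0.70 in *Rela*-/-*Relb*-/-*Rel*-/- cells, while the correlations between WT and mutant groups lay between -0.19 and 0.00. Between groups of the different mutant lines the correlations were 0.62 to 0.85, so deviating together was not particular to a genotype. The pairing is thus read from the data, not from the labels, and the replicate block within genotype is given beside the results described whose call it changes. The alternatives were other background corrections and normalizations, the authors' values, other filters, the mean of a gene's probes, fits of the compared groups alone, the t-test named in the methods, a trend and robust option, replicate blocks, other settings of the fold rule and of the clustering, and leaving out each array.

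The code was tested on simulated arrays of 10031 features, in which limma recovered 3 of 67 genes (4.48%) changed by log2 0.585 between simulated WT groups, 34 of 67 (50.7%) changed by 1, and 59 of 66 (89.4%) changed by 2, with 6 calls among unchanged genes of that comparison and 0 in a comparison with no change. The simulated arrays had the spread pooled over all groups, which is wider than that of the WT arrays, so recovery between the real WT groups can differ. The k-median code put 100% of 180 simulated genes in 3 clusters back in their own cluster. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Samples of other experiments of the study (EMSA, RT-PCR, ChIP, knockdown and myeloma cells) were not analysed here.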

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

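Of the tests in this part, those of normalization and of RNA from another line as sources of the broad change in *Rela*-/-*Nfkb2*-/- cells, that of cultures differing before TNF, and both tests of shared batches were chosen only after the result was seen.

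TNF changed 1973 features in *Rela*-/-*Nfkb2*-/- cells against 120 in WT, and 1168 of them fell, a direction that the paper does not report on. Fits of each line's own 4 arrays gave 335 calls in *Rela*-/-*Nfkb2*-/- cells and 352 in WT, so the excess of calls holds in the joint fit only, while the folds are those of the same arrays in each fit, with a median absolute log2 change of 0.37 in *Rela*-/-*Nfkb2*-/- cells and 0.18 in WT. Hox genes, which set position along the body axis in embryos, were among the largest falls, with 9 of 23 lower and 0 higher (9 and 1 when adjusted over the list alone), although their median was -0.02 and the list's adjusted p of 0.00629 became one of 0.169 with an estimated correlation and 0.109 with median scaling. Normalization alone as the source of the excess in the joint fit is argued against, since *Rela*-/-*Nfkb2*-/- cells had at least 17.1 times as many calls as WT under each of 5 other scalings, and so is RNA from another line, since the TNF arrays correlated with their own untreated line by at least 0.84 and with the others by at most 0.58 over 1374 genes that separate the lines. Untreated and TNF cultures that differed in passage, clone or admixture before TNF could also give such a change: 56.4% of 188 genes that fell at least 4-fold were at least 2-fold higher in untreated *Rela*-/-*Nfkb2*-/- than in untreated WT cells, against 7.87% of all features, but the untreated *Rela*-/-*Nfkb2*-/- arrays enter both sides of that comparison and culture and treatment go together, so this and a response of the genotype to TNF cannot be told apart.

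Replicate 2 differed from replicate 1 in the same genes in all 4 groups of the mutant lines, where 322 genes were at least 2-fold lower in replicate 1 and 1 was higher, with 0 of the 322 so in both WT groups. A difference of array signal left by the normalization is argued against, since the correlations between mutant groups stayed at 0.593 or above under 5 other scalings. A batch shared by the arrays of all 3 lines is argued against too, since WT and mutant groups correlated by at most 0.0144. A batch of the mutant arrays alone may explain the correlations of 0.62 or above between the lines, and it cannot be told apart from cultures handled together, as no slide or date was given in the sources used here. No biological explanation was tested.

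Of 397 genes low in *Rela*-/-*Relb*-/-*Rel*-/- cells by the fold rule, 190 kept 0.5 of their WT ratio in *Rela*-/-*Nfkb2*-/- cells. A response as broad as that of *Rela*-/-*Nfkb2*-/- cells would give some of this by itself. Among 1000 random lists matched on signal the upper limit of the central 95% was 100.03 genes, the median 85 and the highest 113. This argues against the broad change alone for genes matched on mean signal only. The random genes were not matched on their spread, and they were drawn as if independent, which narrows the range. The test was not run with median scaling, where the share kept was 33.5%, so the broad change is not excluded. That the kept genes are targets of RelB:p50 remains a hypothesis, since the arrays hold no RelB-depleted *Rela*-/-*Nfkb2*-/- cells.

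The TNF responses differed between WT and *Rela*-/-*Relb*-/-*Rel*-/- cells for 85 features in the test of the difference. The largest differences (WT minus *Rela*-/-*Relb*-/-*Rel*-/-, log2) were 5.02 for Mmp3, 4.92 for Gbp3, 4.60 for Mmp10, 4.51 for Gpr84, 4.30 for Ccl5, -5.09 for Nppb, -4.33 for Lmcd1, -4.13 for Arc, -2.97 for Krt13 and -2.91 for Angpt2. Among genes that the study names they were 2.82 for Traf1, 2.46 for Nfkbie and 2.37 for Nfkbia. For Mmp10, Gpr84, Ccl5, Nppb, Arc, Krt13, Traf1 and Nfkbie 1 or more groups were not above background, so their values are differences of model means and not measured ratios. Of 20 gene lists, 8 differed, and 2 also with an estimated correlation, chemokines and cytokines (adjusted p = 0.0225) and, with a lower response in WT, immediate early genes (adjusted p = 0.0215).

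Between *Rela*-/-*Nfkb2*-/- and *Rela*-/-*Relb*-/-*Rel*-/- cells 499 features differed. The largest differences (*Rela*-/-*Nfkb2*-/- minus *Rela*-/-*Relb*-/-*Rel*-/-) were 5.34 for Csf2, 3.74 for Lif, 3.47 for Sema7a, 3.33 for Mmp10, 3.09 for Acpp, -6.26 for Lmcd1, -5.67 for Chst1, -5.11 for Hoxd10, -4.77 for Smoc1 and -4.75 for Slc5a7. Among genes that the study names they were 2.71 for Nfkbia, 2.69 for Traf1, 1.67 for Ccl2, 1.37 for Nfkbie, 1.08 for Jun and -4.21 for Fos. The same limit holds for Csf2, Sema7a, Mmp10, Acpp, Lmcd1, Hoxd10, Smoc1, Slc5a7, Traf1 and Nfkbie. Of the lists, 6 differed, and 0 with an estimated correlation.

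Between WT and *Rela*-/-*Nfkb2*-/- cells 410 features differed. The largest differences (WT minus *Rela*-/-*Nfkb2*-/-) were 6.25 for Mmp13, 5.09 for Rspo3, 4.93 for Hoxd10, 4.75 for Selp, 4.73 for Slc5a7, -5.02 for Sema7a, -2.70 for Fam110c, -2.68 for Wfdc18, -2.66 for Meox1 and -2.53 for Glyat. Among genes that the study names they were 2.87 for Cd40, -1.34 for Jun, -1.37 for Myc and -1.41 for Map3k14. Values of Hoxd10, Selp, Slc5a7, Wfdc18, Glyat and Cd40 have that limit too. Of the lists, 6 differed, and 0 with an estimated correlation.

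In data that the paper does not discuss, 129 features that were not called in WT rose in *Rela*-/-*Relb*-/-*Rel*-/- cells. Before TNF, 2055 features differed between *Rela*-/-*Nfkb2*-/- and WT cells and 3777 between *Rela*-/-*Relb*-/-*Rel*-/- and WT cells.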

How the results depend on the processing

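The replicate block of the mutant lines and the other random starts were chosen after seeing the data. Every WT response, mutant response and difference named at a claim was fitted with 2 arrays per group, and signal over background limits what dim genes show. Of the main results, 109 values moved by more than their limit. Only the correlations could be marked as turning direction, as counts and shares carry no sign, and none of them turned. The balance of rises and falls was outside that check. In WT it was 86 to 34, and 509 to 713 with the methods' t-test before adjustment. Of named genes, 722 calls were lost and 28 gained over all leave-one-out fits, and 581 lost and 220 gained over the other settings. Of gene lists, 53 calls were lost and 17 gained. Of the median ratios of Table S1 clusters, 40 moved in leave-one-out fits and 45 under other settings. Apart from the values given, the cause was not tested.

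Counts are given in the order WT, *Rela*-/-*Nfkb2*-/-, *Rela*-/-*Relb*-/-*Rel*-/-, WT minus *Rela*-/-*Relb*-/-*Rel*-/-, *Rela*-/-*Nfkb2*-/- minus *Rela*-/-*Relb*-/-*Rel*-/- and WT minus *Rela*-/-*Nfkb2*-/-, where they moved by over 1.5 times. Median scaling gave 58 in WT, 95 in *Rela*-/-*Relb*-/-*Rel*-/-, 37 for WT minus *Rela*-/-*Relb*-/-*Rel*-/- and 207 for WT minus *Rela*-/-*Nfkb2*-/-. It shifts the median of all features by -0.23 in WT and -0.28 in *Rela*-/-*Nfkb2*-/-, and the share of rises among calls was 13.6% in place of 40.8% in *Rela*-/-*Nfkb2*-/-, 11.4% in place of 26.7% for *Rela*-/-*Nfkb2*-/- minus *Rela*-/-*Relb*-/-*Rel*-/-, and 88.4% in place of 71.5% for WT minus *Rela*-/-*Nfkb2*-/-. Requiring probes above background on all 12 arrays, which tests fewer genes, gave 21, 105 in *Rela*-/-*Relb*-/-*Rel*-/-, 13, 135, 93, and 1118 for untreated *Rela*-/-*Nfkb2*-/- minus WT. Fits of the compared groups alone, which have fewer arrays, gave 352, 335, 0 in *Rela*-/-*Relb*-/-*Rel*-/-, 189 for *Rela*-/-*Nfkb2*-/- minus *Rela*-/-*Relb*-/-*Rel*-/-, 237 for WT minus *Rela*-/-*Nfkb2*-/-, and 1155 for untreated *Rela*-/-*Nfkb2*-/- minus WT. The methods' t-test gave 1222 in WT and 800 in *Rela*-/-*Relb*-/-*Rel*-/- before adjustment, and after Benjamini-Hochberg 0 in WT, 0 in *Rela*-/-*Nfkb2*-/-, 0 in *Rela*-/-*Relb*-/-*Rel*-/-, 1 for untreated *Rela*-/-*Nfkb2*-/- and 1392 for untreated *Rela*-/-*Relb*-/-*Rel*-/-.

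The replicate block gave 406 in *Rela*-/-*Relb*-/-*Rel*-/-, 137 for WT minus *Rela*-/-*Relb*-/-*Rel*-/-, 750 for *Rela*-/-*Nfkb2*-/- minus *Rela*-/-*Relb*-/-*Rel*-/- and 617 for WT minus *Rela*-/-*Nfkb2*-/-. The replicate block within genotype gave 290, 3324, 663, 228, 1113 and 1037, and the replicate block of the mutant lines 377, 3737, 1057, 325, 1604, 1314 and, for untreated *Rela*-/-*Nfkb2*-/-, 3436. Beyond the results given beside their claims and in the other observations, the replicate block within genotype changed no other call of a gene list. It cannot be run for the untreated differences, which lie between pairs.

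Leaving out 1 array gave 32 to 118 calls in WT, 956 to 2179 in *Rela*-/-*Nfkb2*-/-, 44 to 261 in *Rela*-/-*Relb*-/-*Rel*-/-, 32 to 98 for WT minus *Rela*-/-*Relb*-/-*Rel*-/-, 205 to 734 for *Rela*-/-*Nfkb2*-/- minus *Rela*-/-*Relb*-/-*Rel*-/-, 119 to 461 for WT minus *Rela*-/-*Nfkb2*-/-, 1208 to 2209 for untreated *Rela*-/-*Nfkb2*-/- (1282 and 1208 without WT untreated replicates 1 and 2) and 2645 to 4004 for untreated *Rela*-/-*Relb*-/-*Rel*-/-. A lone array is then assumed to vary like the other groups.

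The fold rule gave 303 genes with median scaling and 300 at 1.5-fold. The share low in *Rela*-/-*Relb*-/-*Rel*-/- cells was 76.7% without background correction, 79.3% at 1.5-fold and 84.9% over the genes that rose in WT, and 66.0% to 77.4% without 1 array. The share kept in *Rela*-/-*Nfkb2*-/- cells was 33.5% with median scaling and 35.6% over the genes that rose in WT, and 42.8% to 51.6% without 1 array. The share in low clusters was 86.6% with 5 clusters, 64.2% with 9, 70.6% with ratios of unit length, 68.6% with median scaling and 71.1% with the authors' values, and with 5 clusters 1 of them was kept in *Rela*-/-*Nfkb2*-/- cells. Over 5 other sets of random starts it was 82.2% to 83.6%. For Supplementary Table S1 the share low in *Rela*-/-*Relb*-/-*Rel*-/- cells was 49.2% with median scaling and 53.6% to 67.5% without 1 array. Gene lists passing were 5 in WT, 0 in *Rela*-/-*Nfkb2*-/-, 1 in *Rela*-/-*Relb*-/-*Rel*-/-, 2 for WT minus *Rela*-/-*Relb*-/-*Rel*-/-, 0 and 0 for the other differences with an estimated correlation in camera, and 5 in WT with fry.

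The direction turned for the fall of Cd40 in *Rela*-/-*Nfkb2*-/- cells, which was 0.0666 without the filter, and for the *Rela*-/-*Nfkb2*-/- median of Table S1 cluster A, which was -0.14 with median scaling. Not run were a slide block, as no slide was given in the sources used here, and a t-test of differences between responses.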

Differences from the paper's values

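The limit used here, 1.5 times, is wide and takes 6 clusters against 4 as no difference. With the main settings, no value that the paper states for a measure computed here differed from it by more than that limit. Under other settings some did. The fold rule gave 303 genes with median scaling, 300 at a minimum ratio of 1.5 and 794 with all probes counted. With 5 clusters, 1 was kept in *Rela*-/-*Nfkb2*-/- cells against the paper's 3. In the main setting the fold rule gave 544 genes against the paper's 457. The settings nearest to 457 were 443 without background correction, 446 with an offset of 50, 467 with probes above background on all 4 WT arrays and 462 with crossed pairs. The share of genes in low clusters was 82.2% against the paper's 65%, in 6 clusters against the paper's 4, and it was 64.2% with 9 clusters. With 5 clusters the low clusters were 4. Of the 6 low clusters, 3 were kept in *Rela*-/-*Nfkb2*-/- cells, where the paper states 3 of 4, so the count is the same and the share is lower. The number kept was 1 with 5 clusters, and 2 with median scaling, the authors' values or ratios of unit length. The limit does not cover directions. By RT-PCR, the paper reports cFOS as similarly induced in all 3 genotypes, while Fos here fell by 1.83 in *Rela*-/-*Nfkb2*-/- and rose by 2.38 in *Rela*-/-*Relb*-/-*Rel*-/- cells. It reports no induction of MCP-1 mRNA in *Rela*-/-*Relb*-/-*Rel*-/- cells, where Ccl2 rose here by 1.51. These array calls were lost under some settings, and the RT-PCR times differed in part.

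The paper names clusters A to D as those whose expression is lost in *Rela*-/-*Relb*-/-*Rel*-/- cells. With the letters of Supplementary Table S1, the *Rela*-/-*Relb*-/-*Rel*-/- median was low in A (-0.03), B (-0.07), C (0.02) and E (0.05), while it was 0.36 in D, where 14 of 59 genes (23.7%) were low in *Rela*-/-*Relb*-/-*Rel*-/- cells, against 38 of 50 (76.0%) in E. The letters of the table and of Fig. 5a differ in size. The size of 88 genes that the table gives for A is printed for C in Fig. 5a, and the table's 71 for C is printed there for D, while B (81), F (56) and G (33) match. The table's E holds 60 genes, and the figure's A about 61 in Fig. 5a, read by eye. The table's D holds 66, and the figure's E about 67. Matched by size, the figure's A, B, C and D would be the table's E, B, A and C. Those are the table's letters with a low *Rela*-/-*Relb*-/-*Rel*-/- median here, so the median of 0.36 in the table's D does not bear on the paper's cluster D if this match is right.

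The paper states that expression is qualitatively intact in *Rela*-/-*Nfkb2*-/- cells in 3 of its 4 clusters lost in *Rela*-/-*Relb*-/-*Rel*-/- cells. Over the table's letters A, B, C and E, the *Rela*-/-*Nfkb2*-/- median was at or above 0.5 of the WT median in B and E, and lay below it in A (0.22 against 0.53) and in C (-0.16 against 0.54). By sign alone, 59 of the 73 genes of A had a ratio above 0 in *Rela*-/-*Nfkb2*-/- cells, and 22 of the 61 of C.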

Other observations

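No test of an explanation is reported in this part. In *Rela*-/-*Nfkb2*-/- cells 0 of 20 gene lists passed with an estimated correlation, and the following passed at the preset one. Of 17 ribosome biogenesis genes, 10 rose and none fell (11 rose when adjusted over the list alone; camera adjusted p = 1.42e-06, and 0.111 with an estimated correlation), among them the rRNA processing genes Rrp9 by log2 2.32 (adjusted p = 1.27e-04, limma) and Rrp12 by 2.22 (adjusted p = 8.49e-04). Of 12 oxidative and metal stress genes, 7 rose and 1 fell (9 and 1 when adjusted over the list alone; camera adjusted p = 5.01e-05, and 0.0593 with an estimated correlation), among them Hmox1, which encodes heme oxygenase-1, by 2.42 (adjusted p = 4.60e-04). Of 11 acute phase and complement genes, 4 fell and none rose, among them the complement gene C4b (-2.73) and Serping1 (-2.36), which encodes the C1 inhibitor (4 when adjusted over the list alone; camera adjusted p = 0.00277, and 0.173 with an estimated correlation). Of 24 immediate early genes 7 rose and 2 fell (7 and 2 when adjusted over the list alone; 0.00741, and 0.169 with an estimated correlation), with Dusp4, which encodes a MAP kinase phosphatase, at 2.04 and Myc at 1.69. Of 24 cell cycle genes 1 rose and 3 fell (1 and 4 when adjusted over the list alone; 0.0149, and 0.558 with an estimated correlation), the cyclin gene Ccne1 at 1.09 and the replication genes Mcm6 at -0.88 and Mcm4 at -0.83, and the transcription factor gene E2f1 at -0.67. The axon guidance gene Sema7a rose by 5.30 ± 0.24 (adjusted p = 6.86e-06), Hoxd10 changed by -5.05 ± 0.27 (adjusted p = 1.39e-05) and Smoc1, which encodes a matrix protein, by -4.88 ± 0.24 (adjusted p = 1.08e-05).

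In *Rela*-/-*Relb*-/-*Rel*-/- cells, Lmcd1, which encodes a transcriptional cofactor, rose by 3.45 ± 0.30 (adjusted p = 0.00121), and was at least 6.00-fold lower after TNF in *Rela*-/-*Nfkb2*-/- cells (adjusted p = 4.18e-04). The prostaglandin synthase gene Ptgs2 was at least 5.33-fold higher (adjusted p = 0.00221) and the sphingosine kinase gene Sphk1 rose by 2.78 ± 0.31 (adjusted p = 0.00406). Of 17 adhesion molecules and matrix proteases, 3 rose and none fell (5 when adjusted over the list alone; camera adjusted p = 0.00181, and 0.242 with an estimated correlation). Of 17 ribosome biogenesis genes none passed alone (7 rose when adjusted over the list alone, and Rrp9 and Rrp12 passed with the replicate block within genotype at adjusted p = 0.0242 and 0.0442; camera adjusted p = 1.07e-06, higher, and 0.176 with an estimated correlation), of 24 cell cycle genes none (0 when adjusted over the list alone, with Kif11 and Bub1b at 0.0262 and 0.0355 with that block; 1.10e-05, lower, and 0.279) and of 27 interferon-stimulated genes none (4 fell when adjusted over the list alone, with Ifit3 and Gbp3 at 0.0152 and 0.0217 with that block; 0.0288, lower, and 0.839). Of 12 oxidative stress genes Srxn1 rose by 1.13 (camera adjusted p = 0.0525).

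In WT, 3 more lists passed at the preset correlation and not with an estimated one. Of 17 genes of TNF receptor and upstream signalling, Ikbke rose by 1.55 (1 when adjusted over the list alone; camera adjusted p = 0.00226, and 0.274 with an estimated correlation), of 15 antigen presentation genes none passed (3 rose when adjusted over the list alone, and Psmb10 and Cd274 had adjusted p = 0.0179 and 0.0216 with the replicate block within genotype; 2.83e-05, and 0.181), and of 24 cell cycle genes none (0 when adjusted over the list alone; 0.00216, lower, and 0.333). Acute phase genes (camera adjusted p = 0.0531, and 0.33 with an estimated correlation) and ribosome biogenesis genes (0.0677, and 0.41) passed only with the replicate block within genotype (0.0269 and 0.0192). Adjusted p-values of the other lists in WT were 0.0614 for immediate early genes, 0.0664 for p53 targets, 0.0710 for cholesterol synthesis, 0.261 for muscle markers, 0.266 for pro-apoptotic factors (of 18, Fas rose by 1.32), 0.495 for endothelial markers, 0.667 for housekeeping controls, 0.981 for fibroblast matrix genes and 0.981 for Hox genes (of 23, Hoxa2 fell by 1.77).

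In *Rela*-/-*Nfkb2*-/- cells the adipocyte markers Lpl and Pparg fell by 2.39 and 1.75, the neuronal marker Stmn2 fell by 3.11, and of 5 endothelial markers Cd93 and Cd34 rose by 0.95 and 0.90 and Egfl7 fell by 0.82. Of 2 macrophage, 4 epithelial and 5 muscle markers tested none passed in any of the 3 lines (when adjusted over the list alone, 1 epithelial marker fell in WT and 1 rose in *Rela*-/-*Relb*-/-*Rel*-/- cells, and 1 muscle marker rose in *Rela*-/-*Relb*-/-*Rel*-/- cells; with the replicate block within genotype Krt19 was at -0.85 in WT, adjusted p = 0.0305, and Acta1 at 1.08 in *Rela*-/-*Relb*-/-*Rel*-/- cells, adjusted p = 0.0350). Of 18 pro-apoptotic factors 4 rose and 3 fell in *Rela*-/-*Nfkb2*-/- cells (4 and 4 when adjusted over the list alone; camera adjusted p = 0.675), of 14 p53 targets 4 rose and 2 fell (6 and 3 when adjusted over the list alone; 0.323), of 20 fibroblast matrix genes 1 rose and 1 fell (also 1 and 1; 0.825), of 13 cholesterol synthesis genes 1 rose (0.156) and of 8 housekeeping controls Gusb fell by 0.70 (0.825). Among the pro-apoptotic factors, Bcl2l11 was at -0.57 there with the replicate block within genotype (adjusted p = 0.0215, limma).

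The study measured several mRNAs by RT-PCR in other cultures, at other times in part. On the arrays, Cxcl10, which encodes IP-10, was at least 1.82-fold higher after TNF in WT (adjusted p = 0.115, and 0.00135 with the replicate block within genotype), was at 0.90 ± 0.43 in *Rela*-/-*Nfkb2*-/- cells (0.177, and 0.00393 with that block) and was not above background in *Rela*-/-*Relb*-/-*Rel*-/- cells. Birc3, which encodes cIAP2, was above background on 1 of 12 arrays, TNF-treated *Rela*-/-*Nfkb2*-/- replicate 2, and Cflar, which encodes cFLIP, on 0 of 12 with either of its 2 probes. Birc2, which encodes cIAP1, was at 0.38, 0.07 and -0.34 in WT, *Rela*-/-*Nfkb2*-/- and *Rela*-/-*Relb*-/-*Rel*-/- cells (adjusted p = 0.531, 0.818 and 0.398). Fos, which encodes cFOS, was at -0.39 ± 0.44 in WT (adjusted p = 0.916), fell by 1.83 in *Rela*-/-*Nfkb2*-/- cells (adjusted p = 0.0190) and rose by 2.38 in *Rela*-/-*Relb*-/-*Rel*-/- cells (adjusted p = 0.0312). The last 2 calls were lost in fits of the compared groups alone (adjusted p = 0.0732 in *Rela*-/-*Nfkb2*-/- and 0.328 in *Rela*-/-*Relb*-/-*Rel*-/- cells), by the methods' t-test, and in *Rela*-/-*Relb*-/-*Rel*-/- cells with no filter (0.0563). They were also lost without 1 array, in *Rela*-/-*Nfkb2*-/- cells at adjusted p = 0.0788 without untreated replicate 1 and 0.133 without TNF replicate 1, and in *Rela*-/-*Relb*-/-*Rel*-/- cells at 0.188 without untreated replicate 1, 0.0627 without untreated replicate 2, 0.102 without TNF replicate 2, 0.0503 without either untreated WT array and 0.0606 without either TNF-treated WT array. Map3k14, which encodes the kinase NIK, was at -0.08 ± 0.18 in WT (adjusted p = 0.985), and rose by 1.33 in *Rela*-/-*Nfkb2*-/- (adjusted p = 0.00132) and 1.14 in *Rela*-/-*Relb*-/-*Rel*-/- cells (adjusted p = 0.0158). Nfkb2 was at 1.23 in WT (adjusted p = 0.610, and 0.0203 with the replicate block within genotype). Cd40 was at least 1.69-fold lower after TNF in *Rela*-/-*Nfkb2*-/- cells (adjusted p = 0.0145), and another probe was at log2 0.0666 where no filter was used.

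The differences between responses in gene lists were mostly lost with an estimated correlation. WT responded more than *Rela*-/-*Relb*-/-*Rel*-/- cells in NFκB subunits and inhibitors (2 of 12, 4 when adjusted over the list alone; camera adjusted p = 3.52e-06, and 0.0885 with an estimated correlation), pro-survival factors (1 of 12, 2 when adjusted over the list alone; 6.90e-04, and 0.140), interferon-stimulated genes (3 of 27, 4 when adjusted over the list alone; 2.23e-07, and 0.228), antigen presentation genes (0 of 15 either way; 7.53e-05, and 0.218) and adhesion molecules and matrix proteases (6 of 17, and 6 higher and 2 lower when adjusted over the list alone; 0.00290, and 0.218), and less in ribosome biogenesis genes (0 of 17, also 0 when adjusted over the list alone; 0.00281, and 0.228). *Rela*-/-*Nfkb2*-/- cells responded more than *Rela*-/-*Relb*-/-*Rel*-/- cells in chemokines and cytokines (4 of 20, and 7 higher and 2 lower when adjusted over the list alone; 0.0117, and 0.177), oxidative stress genes (2 of 12, and 7 higher and 1 lower when adjusted over the list alone; 0.00140, and 0.115) and ribosome biogenesis genes (1 of 17, also 1 when adjusted over the list alone; 0.0253, and 0.441), and less in acute phase genes (2 of 11, 4 when adjusted over the list alone; 0.00760, and 0.276), immediate early genes (4 of 24 lower and 1 higher, 9 and 1 when adjusted over the list alone; 0.00301, and 0.177) and Hox genes (6 of 23, and 9 lower and 1 higher when adjusted over the list alone; 0.00797, and 0.186). WT responded more than *Rela*-/-*Nfkb2*-/- cells in NFκB subunits and inhibitors (2 of 12, 3 when adjusted over the list alone; 0.0158, and 0.361), acute phase genes (3 of 11, 5 when adjusted over the list alone; 1.38e-05, and 0.151) and Hox genes (9 of 23, and 10 higher and 2 lower when adjusted over the list alone; 9.85e-04, and 0.151), and less in oxidative stress genes (2 of 12, 4 when adjusted over the list alone; 0.0247, and 0.152) and ribosome biogenesis genes (4 of 17, 6 when adjusted over the list alone; 1.23e-05, and 0.151).

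In *Rela*-/-*Relb*-/-*Rel*-/- cells the other lists had camera adjusted p-values of 0.230 for NFκB subunits and inhibitors, 0.382 for antigen presentation genes, 0.613 for pro-survival factors, pro-apoptotic factors, p53 targets, fibroblast matrix genes, cholesterol synthesis genes and endothelial and muscle markers, 0.704 for upstream signalling and Hox genes, 0.729 for acute phase genes and 0.975 for housekeeping controls. In *Rela*-/-*Nfkb2*-/- cells they were 0.624 for antigen presentation genes, 0.674 for endothelial markers, 0.675 for upstream signalling and 0.825 for muscle markers.

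Before TNF, 3 of 20 gene lists differed between *Rela*-/-*Nfkb2*-/- and WT cells and 4 between *Rela*-/-*Relb*-/-*Rel*-/- and WT cells, and 0 of them with an estimated correlation. Of 20 fibroblast matrix genes 10 were higher in *Rela*-/-*Nfkb2*-/- cells and none lower (10 when adjusted over the list alone; camera adjusted p = 1.04e-05, and 0.302 with an estimated correlation), and of 20 chemokines and cytokines 13 were lower and 1 higher in *Rela*-/-*Relb*-/-*Rel*-/- cells (14 and 1 when adjusted over the list alone; 7.39e-05, and 0.0686). Among the largest single differences, in *Rela*-/-*Nfkb2*-/- cells Thy1, a fibroblast surface marker, was at least 220.1-fold higher and Ptgis, which encodes prostacyclin synthase, at least 99.8-fold lower than in WT. In *Rela*-/-*Relb*-/-*Rel*-/- cells Wt1, a transcription factor of mesothelium and kidney, was at least 140.5-fold higher, Lpl, which encodes lipoprotein lipase, was higher by log2 7.53, Dlk1, an inhibitor of adipocyte formation, was at least 131-fold lower, and Lcn2, which encodes lipocalin-2, differed by -7.68. Each genotype here can stand for a cell line of its own, so genotype and line are not separated. Across the 86 features that rose in WT, the log2 changes correlated between WT and *Rela*-/-*Nfkb2*-/- cells with Pearson's r of 0.33 (Spearman's rho 0.22) and between WT and *Rela*-/-*Relb*-/-*Rel*-/- cells with r of 0.07 (rho 0.03), over features, which are not independent replicates.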
